# Regulatory role and mechanisms of myeloid TLR4 in anti-GBM glomerulonephritis

**DOI:** 10.1007/s00018-021-03936-1

**Published:** 2021-09-27

**Authors:** Fuye Yang, Jiaoyi Chen, Xiao Ru Huang, Wai Han Yiu, Xueqing Yu, Sydney C. W. Tang, Hui Yao Lan

**Keywords:** Myeloid TLR4, Macrophages, T cells, Anti-GBM crescentic glomerulonephritis

## Abstract

Myeloid cells and TLR4 play a critical role in acute kidney injury. This study investigated the regulatory role and mechanisms of myeloid TLR4 in experimental anti-glomerular basement membrane (GBM) glomerulonephritis (GN). Anti-GBM GN was induced in *tlr4*^*flox/flox*^ and *tlr4*^*flox/flox−lysM−cre*^ mice by intravenous injection of the sheep anti-mouse GBM antibody. Compared to control mice, conditional disruption of *tlr4* from myeloid cells, largely macrophages (> 85%), suppressed glomerular crescent formation and attenuated progressive renal injury by lowering serum creatinine and 24-h urine protein excretion while improving creatinine clearance. Mechanistically, deletion of myeloid *tlr4* markedly inhibited renal infiltration of macrophages and T cells and resulted in a shift of infiltrating macrophages from F4/80^+^iNOS^+^ M1 to F4/80^+^CD206^+^ M2 phenotype and inhibited the upregulation of renal proinflammatory cytokines IL-1β and MCP-1. Importantly, deletion of myeloid *tlr4* suppressed T cell-mediated immune injury by shifting Th1 (CD4^+^IFNγ^+^) and Th17 (CD4^+^IL-17a^+^) to Treg (CD4^+^CD25^+^FoxP3^+^) immune responses. Transcriptome analysis also revealed that disrupted myeloid TLR4 largely downregulated genes involving immune and cytokine-related pathways. Thus, myeloid TLR4 plays a pivotal role in anti-GBM GN by immunological switching from M1 to M2 and from Th1/Th17 to Treg and targeting myeloid TLR4 may be a novel therapeutic strategy for immune-mediated kidney diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-021-03936-1.

## Introduction

Anti-glomerular basement membrane glomerulonephritis (anti-GBM GN) is a severe form of kidney disease characterized by rapidly progressive renal insufficiency with widespread glomerular crescent formation. It is a stereotypic autoimmune glomerular disease with the pathogenic autoantibodies targeting the epitopes on the α3 chain of type IV collagen [1–3]. Immune cells including lymphocytes, macrophages and neutrophils, intrinsic renal cells and a complex cytokine network, as well as autoantibody deposition and complement activation are involved in the pathogenesis of anti-GBM GN [4–6]. However, the mechanisms through which the cell–cell and cell–cytokine interact and regulate the pathogenesis of anti-GBM GN remain unclear.

Macrophages are a major inflammatory cell-type infiltrating the diseased kidney and have been shown to play a vital role in the pathogenesis of experimental crescentic GN as depletion of macrophages or macrophage-producing cytokines inhibits progressive kidney diseases [6–9]. Macrophages are highly heterogeneous and are versatile players in renal inflammation and fibrosis [10, 11]. Studies from animal and human crescentic GN have shown that the predominant infiltration and activation of macrophages are associated with the disease activities and the macrophage phenotypes determine the disease progression or regression as proinflammatory macrophages with M1 phenotype promote, but regulatory macrophages with anti-inflammatory M2 phenotype protect against kidney diseases [10–18]. Single-cell RNA sequencing analysis also reveals that monocytes recruited to the kidney early after injury rapidly adopt a proinflammatory and profibrotic macrophage phenotype [19]. However, the regulatory mechanisms determining macrophage polarization and alternative activations remain poorly understood. Furthermore, whether alterations of macrophage innate immunity are capable of influencing the adaptive immune response during the pathogenesis of GN remains largely unknown.

Toll-like receptors (TLRs), recognizing the exogenous and endogenous molecular patterns, have been shown to play pivotal roles in the pathogenesis of murine autoimmune GN including anti-GBM GN by modulating both the innate and adaptive immune responses [20–27]. TLR4 has been shown to contribute to the early and transient glomerular neutrophil influx at the first 24 h in nephrotoxic antibody-induced GN [20]. However, role of TLR4 in macrophage-mediated anti-GBM GN remains unclear.

To test the hypothesis that macrophages may act via TLR4 to trigger and modulate anti-GBM GN and to uncover the mechanisms through which TLR4 specifically regulates macrophage-mediated renal injury, we generated the myeloid cell-specific *tlr4* conditional knockout mice and established the anti-GBM GN model as previously described [28, 29]. Although macrophages and neutrophils are the majority of myeloid cells, neutrophil influx into the diseased kidney of anti-GBM GN is only the early and transient event [20, 30]. In contrast, the infiltration of macrophages is persistent and prominent throughout the disease course, particularly during crescentic formation. Thus, by using this mouse model, the role and mechanisms of myeloid TLR4 in the pathogenesis of anti-GBM GN were investigated.

## Materials and methods

### Mouse model of experimental anti-GBM GN

C57BL/6 mice bearing homozygous *loxP*-flanked *tlr4* (*tlr4*^*f/f*^) (JAX stock number: 024872) and *lysozyme M* promoter-driven *cre* (*lysM-cre*) (JAX stock number: 004781) were obtained from the Jackson laboratory. Mice with myeloid *tlr4* deletion (*tlr4*^*f/f−lysM−cre*^) were generated by crossing the *tlr4*^*f/f*^ mice to the *lysM-cre* mice. The genotypes of littermates were confirmed by PCR with specific primers as described by the Jackson Laboratory. All animals were raised under a specific pathogen-free condition at 25 °C with a normal 12-h light and 12-h dark cycle. Mice were allowed free access to standard food and sterilized water supplied by our animal unit.

Anti-GBM GN model was induced in the age (8–12 weeks) and gender (male and female)-matched littermates of *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice according to an established protocol [28, 29]. Briefly, mice were sensitized by subcutaneous injection of 2 mg of sheep globulin in 200 µL of Freund’s complete adjuvant (Sigma Aldrich, St. Louis, Missouri, USA) in each flank. Anti-GBM GN was initiated by intravenous administration of 5 mg of sheep anti-mouse GBM globulin via tail vein 10 days later. Groups of age- and gender-matched *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice without disease induction were used as controls. All the experimental procedures were approved by the Animal Experimentation Ethnics Committee of the Chinese University of Hong Kong and in accordance with the relevant guidelines and regulations.

### Measurement of proteinuria and creatinine

Urine samples were collected in metabolic cages before and after induction of disease on days 0, 1, 3, 7and 14. The 24 h urinary protein and the urinary microalbumin were analyzed according to the manufacturer's instructions as previously described [28, 29]. Urinary albumin excretion was expressed as total urinary albumin/creatinine (in micrograms per milligram). The creatinine clearance was calculated using the following formula: [urine creatinine (mg/dl) × 24 h urine volume (ml)]/[24 × 60(min) × serum creatinine (mg/dl)].

### Flow cytometry analysis

Kidney single cell suspensions for flow cytometry were prepared as previously described [29]. Single-cell suspensions were then incubated with Fc blocker (BD Biosciences, San Jose, California) for 30 min on ice with 10% FBS in PBS and then stained with pre-conjugated antibody cocktails in dark for 30 min on ice. For the intracellular staining, cell suspensions were fixed with IC Fixation Buffer and permeabilized with Permeabilization Buffer (eBioscience). Cells without or with irrelevant antibody staining were used as negative controls. DAPI was used to distinguish the live and dead cells. The antibodies used in the study were as follows: CD45-FITC, -PE (eBioscience, clone: 30-F11); CD11b-Alex 488, -PE (eBioscience, clone: M1/70); F4/80-FITC, -PE, -APC, Pacific blue (eBioscience, clone: BM8); Ly6G-FITC (eBioscience, clone: 1A8); iNOS-APC (eBioscience, clone: CXNFT); CD206 (Biolegend, clone: C068C2); MHC II (I-A/I-E)-APC (eBioscience, clone: M5/114.15.2); CD3-FITC, -PE (BD, clone: 17A2); CD4-FITC, -PE, -APC (eBioscience, clone: GK1.5); IFNγ (eBioscience, clone: XMG1.2); IL-4-APC (eBioscience, clone: 11B11); IL-17a-APC (eBioscience, clone: eBio 1787); CD25-PE (eBioscience, clone: PC61.5); Foxp3-APC (eBioscience, clone: FJK-16s); Ly6C-PE (eBioscience, clone: HK1.4). Flow cytometry was performed on a BD LSRFortessaTM using the FlowJo software v10. The percent changes in the number of different subpopulations infiltrating the kidney with anti-GBM GN were quantitatively analyzed against the total kidney cell counts isolated from the entire left mouse kidney.

### Histology and immunohistochemistry

Methyl Carnoy’s fixed, paraffin-embedded kidney sections (4 μm) were deparaffinized and stained with periodic acid Schiff (PAS). Segmental glomerular necrosis and crescent formation were scored by counting at least 50 glomeruli on PAS-stained section of each mouse and expressed as the percentage of total glomeruli examined. Immunohistochemistry was performed in paraffin sections with monoclonal antibodies to neutrophils (NIMP-R14) (Santa Cruz Biotechnology, Santa Cruz, CA), macrophages (F4/80) (Serotec, Oxford, UK) and a rabbit polyclonal antibody to CD3^+^ T cells (SP7) (Abcam, Cambridge, UK). The number of positive cells for NIMP-R14 and F4/80 was counted in 20 consecutive glomeruli and expressed as cells per glomerular cross-section (gcs), while positive cells in the tubulointerstitium were counted under high-power fields (400 × magnification) by means of a 0.0625 mm^2^ graticule fitted in the eyepiece of the microscope and expressed as cells per mm^2^.

### Immunofluorescence

CD4 cells infiltrating in the kidney were identified in snap-frozen sections (4 μm) by immunofluorescence with Dylight 550-rat anti-mouse CD4 monoclonal antibody (Leinco Technologies, St. Louis, Missouri, USA). Sections were counterstained with DAPI and examined under a Zeiss Axioplan2 imaging microscope (Carl Zeiss, Oberkoche, Germany).

### ELISA

Levels of MCP-1 in kidney homogenates were measured using ELISA kits (R&D Systems, Minneapolis, USA) following the manufacturer’s instructions as described previously. Briefly, the snapped frozen renal cortical tissue was homogenized with ultrasonication in PBS on ice. Then, the samples were centrifuged at 12,000*g* at 4 °C for 10 min, the supernatant was collected and total protein was quantified followed by ELISA analysis. The final levels of interested cytokines were normalized to pg per mg of renal cortex tissue.

### Real-time PCR

Total mRNAs were isolated using the RNeasy Kit according to the manufacturer’s instructions (Qiagen, Düsseldorf, Germany). The cDNA was synthesized, and real-time PCR was performed on an Opticon 2 real-time PCR machine (Bio-Rad Laboratories, Hercules, California, USA) using the IQ SYBR Green supermix reagent (Bio-Rad Laboratories) as described previously [28, 29]. The primers used in this study, including mouse MCP-1, IL-1β, IFN-γ, IL-17a and GAPDH, were as mentioned previously [28, 29]. The ratio of interested mRNA was normalized to GAPDH mRNA expression.

### PolyA RNA sequencing and functional enrichment analysis

Bone marrow-derived macrophages (BMDMs) isolated from *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice were stimulated with or without 1 µg/mL of LPS for 6 h. Three samples of total mRNAs from each group were subjected for polyA RNA sequencing. The libraries were paired end sequenced (PE150, Sequencing reads were 150 bp) at Guangzhou RiboBio Co., Ltd. (Guangzhou, China) using Illumina HiSeq3000 platform. The clean reads were obtained after removal of reads containing adapter, ploy-N and at low quality from raw data. HISAT2 was used to align the clean reads to the mouse reference genome mm10 with default parameters. HTSeq was employed to convert aligned short reads into read counts for each gene model. Differential gene expression was assessed by DESeq using read counts as input. Differentially expressed genes (DEGs) were chosen according to the criteria of fold change > 2 and false discovery rate (FDR) adjusted *p*-value < 0.01. Network enrichment analysis was built under Metascape (http://metascape.org/) [31]. The sequencing data are available at the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE162497. To review GEO accession GSE162497, go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162497 and enter the secure reviewer token into to box: cvstamiybjojtuz.

### Statistics

All of the statistical tests were performed using Prism 5.0 GraphPad Software (GraphPad Software, La Jolla, California, USA). Data obtained from this study were expressed as the mean ± SEM. Two-group comparisons were performed using an independent sample *t*-test unless otherwise indicated. Multiple group comparisons were performed using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc tests. Differences with a *p* value less than 0.05 were considered statistically significant.

## Results

### Deficiency of myeloid TLR4 ameliorates experimental anti-GBM GN

The conditional myeloid *tlr4* knockout mice were generated by crossing *tlr4*^*f/f*^ mice to *lysM-cre* mice (S. Figure 1A). Deletion was then assessed both in BMDMs isolated from *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice (S. Figure 1B and C) and in the whole kidneys after induction of experimental anti-GBM GN by real-time PCR analysis (S. Figure 1D) or flow cytometry (S. Figure 1E).

To determine the functional significance of myeloid TLR4 in anti-GBM GN, both *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice were subjected to the induction of anti-GBM GN. Data showed that 7 and 14 days after administration of anti-GBM antibody, the *tlr4*^*f/f*^ mice developed severe renal injuries including segmental glomerular capillary necrosis and glomerular crescent formation (Fig. 1A), elevated serum creatinine and a fall in creatinine clearance (Fig. 1B, C) and an increase in 24-h urinary protein excretion and the urine albumin/creatine ratio (Fig. 1D, E). In contrast, these renal pathological and functional injuries were markedly attenuated in *tlr4*^*f/f−lysM−cre*^ mice (Fig. 1A–E), demonstrating a pathogenic role of myeloid TLR4 in anti-GBM GN.

**Fig. 1:**
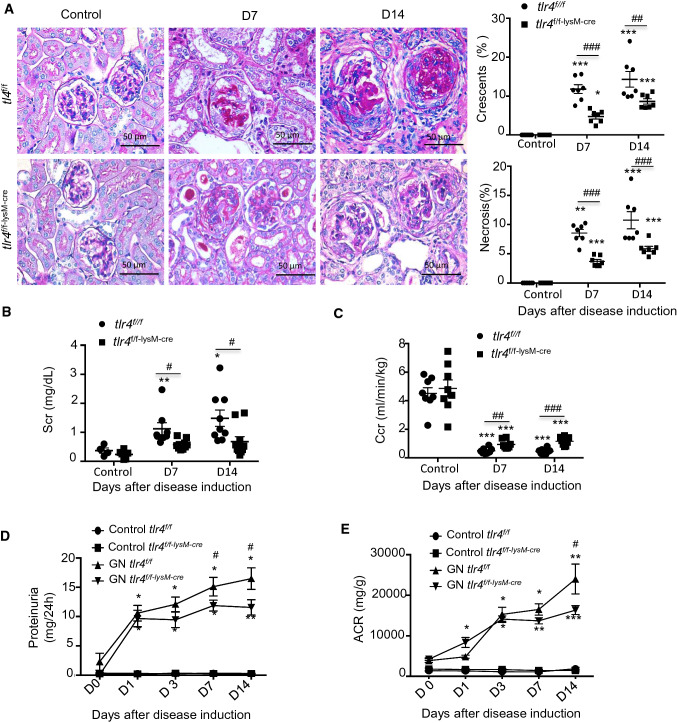
Deficiency of myeloid TLR4 ameliorates experimental anti-GBM GN. **A** Representative images and quantification of glomeruli crescents and segmental necrosis in PAS sections (magnification × 100). The quantification is expressed as the percentage of glomeruli with crescent or segmental sclerosis, mean ± SEM (ANOVA, *n* = 3–8). **B** Serum creatinine (Scr), mean ± SEM (ANOVA, *n* = 4–10). **C** Creatinine clearance rate (Ccr), mean ± SEM (*t *test, *n* = 8). **D** 24-h urine protein, mean ± SEM (ANOVA, *n* = 7–10). **E** Urine albumin creatinine ration (ACR) over the disease course, mean ± SEM (ANOVA, *n* = 7–10). Each dot represents one mouse. *p < 0.05, **p < 0.01, ***p < 0.001 versus corresponding control; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 versus corresponding *tlr4*^*f/f*^. Scale bar, 50 μM

### Deficiency of myeloid TLR4 inhibits macrophage-dominant renal infiltrates in experimental anti-GBM GN

To explore the mechanisms whereby deletion of myeloid TLR4 inhibits anti-GBM GN, we first examined the innate immune responses by immunohistochemical detection of neutrophils and macrophages infiltrating the diseased kidney. Consistent with previous notion that neutrophils are not persistently involved in the progression of anti-GBM GN as the influx is peaking at 2–3 h and is resolving within the first 24 h during the disease course [20, 30], we found only a few NMP-R14^+^ neutrophils detectable in the diseased kidneys of *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice at day 7 and 14 after anti-GBM crescentic GN induction, accounting for 3–11 NMP-14^+^ cells/mm^2^ (Fig. 2A, B). In contrast, massive F4/80^+^ macrophages accumulated in the diseased kidneys of *tlr4*^*f/f*^ mice, accounting for 315 ± 27 and 395 ± 51 F4/80^+^ cells/mm^2^ at day 7 and 14, respectively, over the disease course, which was largely blunted in *tlr4*^*f/f−lysM−cre*^ mice (Fig. 2A, B). Flow cytometry also revealed that the majority of infiltrating inflammatory cells in the kidney are CD11b^+^F4/80^+^ macrophages, accounting for more than 80% of CD45^+^ cells, whereas the CD11b^+^Ly6G^+^ population was a relatively small proportion (< 20%) (Fig. 2CE), of which more than 85% of TLR4 was deleted from CD11b^+^F4/80^+^ populations when compared to CD11b^+^Ly6G^+^ cells (Fig. 2D). Interestingly, further quantitative analysis of total kidney cell counts harvested from the entire left mouse kidney showed that while deletion of myeloid *tlr4* largely suppressed CD45^+^ cells infiltrating the left kidney in both day 7 and day 14 after disease induction, it significantly suppressed CD11b^+^Ly6G^+^ cells at day 7 but CD11b^+^F4/80^+^ cells at day 14 after anti-GBM GN induction (Fig. 2E). These observations demonstrated that the majority of myeloid TLR4 was deleted from macrophages, to a less extent of neutrophils, and macrophage TLR4 may play a critical role in the pathogenesis of anti-GBM GN.

**Fig. 2:**
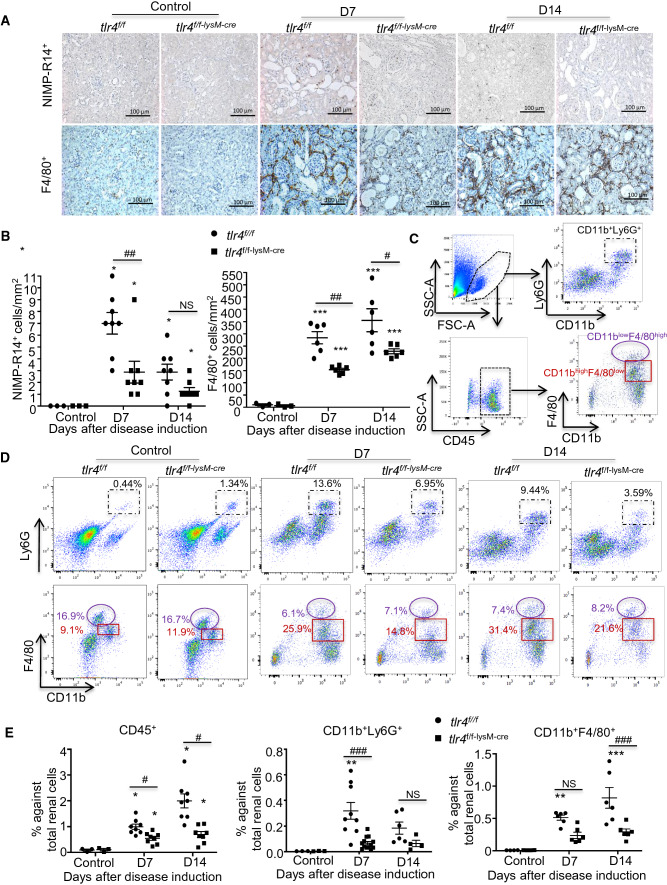
Deficiency of myeloid TLR4 inhibits macrophage-dominant renal infiltrates in experimental anti-GBM GN. **A** Representative images of neutrophil (NIMP-R14^+^) and macrophage (F4/80^+^) accumulation in kidney sections (magnification × 40). **B** Semiquantitative data of **A**, mean ± SEM (ANOVA, *n* = 3–8). **C** Gating strategy of flow cytometric analysis of renal singlets. **D** Representative flow cytometry plots of renal singlets from *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ mice of control condition or after induction of anti-GBM GN at indicated time-point for CD45^+^ leukocytes, CD11b^+^Ly6G^+^ neutrophils and CD11b^+^F4/80^+^ macrophages (CD11b^low^F4/80^high^ and CD11b^high^F4/80^low^). **E** Statistical data of C and D, mean ± SEM (ANOVA, *n* = 3–8). Each dot represents one mouse. *p < 0.05, **p < 0.01, ***p < 0.001 versus corresponding control; #*p* < 0.05, ##*p* < 0.01 versus corresponding *tlr4*^*f/f*^. Scale bar, 100 μm

We next investigated the role of myeloid TLR4 in the recruitment of renal inflammatory macrophages by identifying their origin from either embryonic (CD11b^low^F4/80^high^) or monocyte-derived (CD11b^high^F4/80^low^) macrophages using flow cytometry [32, 33]. Results shown in Fig. 3A revealed that deletion of myeloid *tlr4* mainly reduced the monocyte-derived CD11b^high^F4/80^low^ subset infiltrating the diseased kidney, instead of the CD11b^low^F4/80^high^ embryonic macrophages. These observations imply that myeloid TLR4 may contribute to the recruitment of monocyte-derived inflammatory macrophages into the inflamed kidney to mediate anti-GBM GN.

**Fig. 3:**
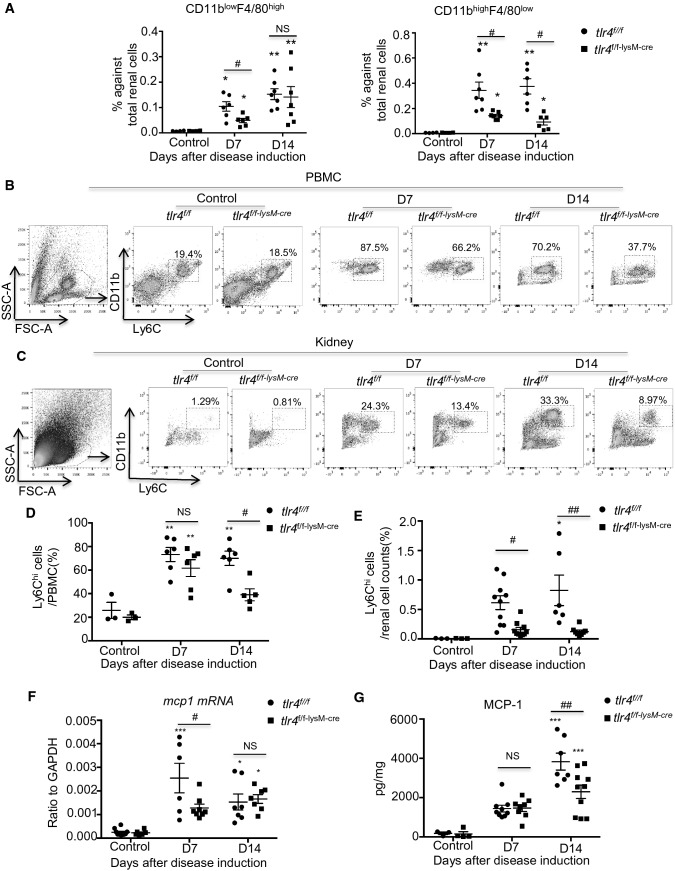
Deficiency of myeloid TLR4 suppresses peripheral expansion and renal recruitment of Ly6C^hi^ cells in experimental anti-GBM GN. **A** Subset analysis of macrophages in renal singlets by flowcytometry with embryonic (CD11b^low^F4/80^high^) and monocyte (CD11b^high^F4/80^low^) origin, mean ± SEM (ANOVA, *n* = 3–7). **B, C** Representative flow cytometry plots for CD11b^+^Ly6C^+^ cells from peripheral blood (**B**) and renal singlets (**C**). **D, E** Quantitative analysis of Ly6C^+^ cells in peripheral blood (**B**) and kidney (**E**), mean ± SEM (ANOVA, *n* = 3–10). **F** Real-time PCR analysis of renal MCP-1 mRNA expression, mean ± SEM (ANOVA, *n* = 5–8). **G** ELISA analysis of renal MCP-1 protein expression, mean ± SEM (ANOVA, *n* = 4–10). Each dot represents one mouse. *p < 0.05, **p < 0.01, ***p < 0.001 versus corresponding control; #*p* < 0.05, ##*p* < 0.01 versus corresponding *tlr4*^*f/f*^

### Deficiency of myeloid TLR4 suppresses peripheral expansion and renal recruitment of Ly6C^+^ monocytes and promotes macrophage polarization from M1 towards M2 in experimental anti-GBM GN

Ly6C is widely used to identify the functionally discrete monocyte/macrophage subpopulations [34, 35]. We thus determined the influence of myeloid TLR4 on distinct monocyte/macrophage subsets in PBMCs and kidneys following anti-GBM GN induction by flow cytometry. As shown in Fig. 3B and D, the peripheral CD11b^+^Ly6C^hi^ population was expanded in *tlr4*^*f/f*^ mice at day 7 and 14 after anti-GBM antibody injection, resulting in an increase in the renal recruitment of CD11b^+^Ly6C^hi^ cells in *tlr4*^*f/f*^ mice (Fig. 3C, E). In contrast, this peripheral expansion and renal infiltration of CD11b^+^Ly6C^hi^ population was inhibited in *tlr4*^*f/f−lysM−cre*^ mice (Fig. 3B–E). Further studies revealed that this inhibitory effect on the renal recruitment of CD11b^+^Ly6C^hi^ in the *tlr4*^*f/f−lysM−cre*^ mouse was largely attributed to the inhibition of monocyte chemotactic protein-1 (MCP-1) as determined at the mRNA levels by realtime PCR (Fig. 3F) and at the protein levels by ELISA (Fig. 3G).

The Ly6C^hi^ monocytes recruited into the tissue are believed to immediately differentiate into the classically activated macrophages to exert the proinflammatory and immunogenic functions in many diseases. [34, 35] In addition to the lineage differentiation, mature macrophages can adopt various phenotypes and functions depending on the environmental context. [14] Thus, the effect of myeloid TLR4 on macrophage polarization during the disease course of anti-GBM GN was further analyzed. As shown in Fig. 4A and B, the *tlr4*^*f/f*^ mice presented with an F4/80^+^iNOS^+^ M1-predominant macrophage subpopulation, whereas the *tlr4*^*f/f–lysM−cre*^ mice exhibited an F4/80^+^CD206^+^ M2-predominant subpopulation at days 7 and 14 after anti-GBM GN induction. Real-time PCR also revealed that deletion of myeloid TLR4 significantly inhibited proinflammatory cytokine *il-1β* mRNA but increased anti-inflammatory cytokine *il-10* mRNA expression at day 14 although these were not seen at day 7 after anti-GBM antibody injection (Fig. 4C, D).

**Fig. 4:**
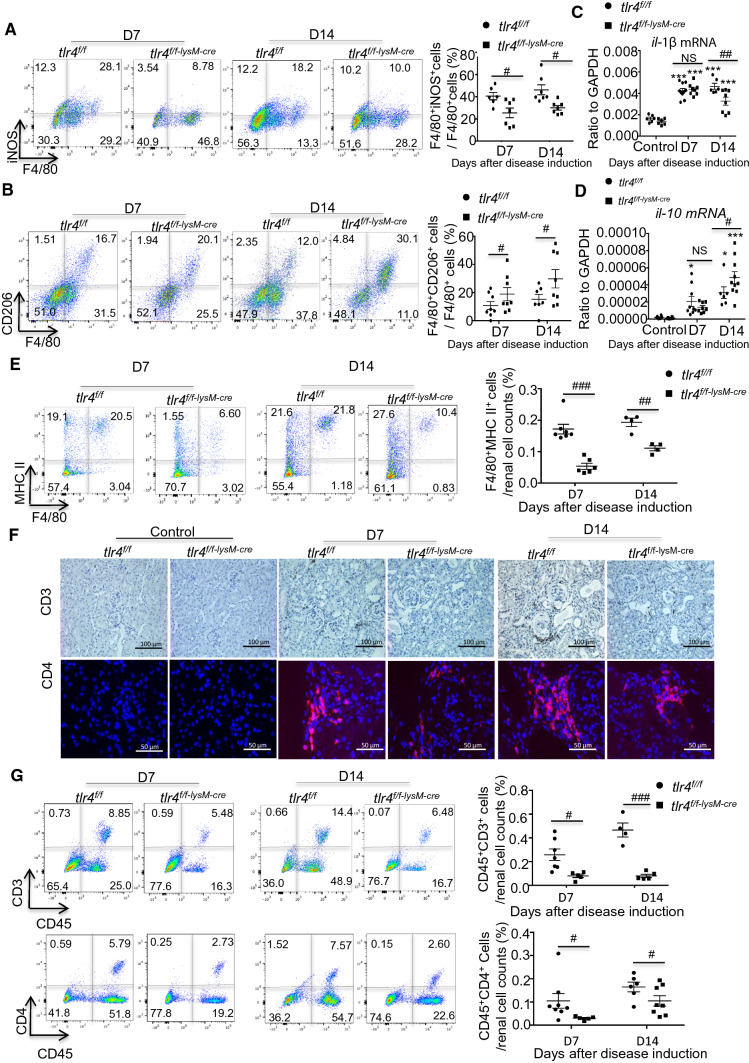
Deficiency of myeloid TLR4 promotes macrophage polarization from M1 towards M2, blunts macrophage MHC II expression and further reduces T cell accumulation in experimental anti-GBM crescentic GN. Representative flow cytometry plots and quantification of renal singlets analyzed for **A** M1 (F4/80^+^iNOS^+^), mean ± SEM (*t* test, *n* = 6–7) and **B** M2 (F4/80^+^CD206^+^), mean ± SEM (*t* test, *n* = 7–8) (both gated on CD45^+^ cells). Realtime PCR analysis of **C** *il-1β,* mean ± SEM (ANOVA, *n* = 6–10) and **D** *il-10,* mean ± SEM (ANOVA, *n* = 6–10) in kidneys isolated from control or diseased mice on day7 and 14 after anti-GBM GN induction. **E** Representative flow cytometry plots and quantification of renal singlets analyzed for F4/80^+^MHC II^+^ cells. Gated on CD45^+^ cells, mean ± SEM (*t* test, *n* = 4–6). **F** Representative kidney sections stained for CD3^+^ (magnification × 40) and CD4^+^T cells, (magnification × 100). **G** Representative flow cytometry plots and quantification of renal singlets analyzed for CD3^+^, mean ± SEM (*t *test, *n* = 4–7) and CD4^+^ T cells, mean ± SEM (*t* test, *n* = 5–8) (Gated on leukocyte in FSC vs. SSC plot). Each dot represents one mouse. *p < 0.05, ***p < 0.001 versus corresponding control; #*p* < 0.05, ##*p* < 0.01 versus corresponding *tlr4*^*f/f*^

### Deficiency of myeloid TLR4 blunts the immunogenic activity of macrophages and suppresses T cell-mediated experimental anti-GBM GN by shifting the Th1/Th17 towards the T reg immune responses

It is well known that activated macrophages can acquire the antigen-presenting capacity of the exogenous antigen to CD4^+^ T cells via the MHC II molecules together with the co-stimulators. Here we found that deficiency of myeloid TLR4 largely reduced the MHC II expression by macrophages infiltrating the kidney in *tlr4*^*f/f–lysM−Cre*^ mice as compared to those in *tlr4*^*f/f*^ mice at both days 7 and day 14 after anti-GBM GN induction (Fig. 4E). It is well recognized that T cells, presumably CD4^+^ T cells, play a pivotal role in anti-GBM GN. [3–5] An interesting finding in the present study was that disruption of myeloid TLR4 largely suppressed the CD3^+^ T cells and CD4^+^ Th cells infiltrating the diseased kidneys as determined by flow cytometry and immunohistochemistry (Fig. 4 F and G).

It has been well established that in anti-GBM and autoimmune GN, Th1 and Th17 are two major CD4^+^ subpopulations responsible for a rapidly progressive renal injury, [36–38] while Treg subpopulation is renal protective. [28, 29] We next examined if deletion of myeloid *tlr4* influenced the immune profile of CD4^+^ T cells by examining Th1 (CD4^+^IFNγ^+^), Th2 (CD4^+^IL-4^+^), Th17 (CD4^+^IL-17a^+^) and Treg (CD4^+^CD25^+^FoxP3^+^) subpopulations. Flow cytometry demonstrated that disrupted myeloid TLR4 resulted in a significant reduction in CD4^+^IFNγ^+^ Th1 and CD4^+^IL17a^+^ Th17 cells infiltrating the diseased kidney in *tlr4*^*f/f−lysM−Cre*^ animals compared to the *tlr4*^*f/f*^ mice (Fig. 5A, B). This was accompanied by an increase in CD4^+^CD25^+^Foxp3^+^ Treg subpopulation (Fig. 5C), although there was not significant change in the CD4^+^IL4^+^ Th2 subpopulation between *tlr4*^*f/f−lysM−Cre*^ and *tlr4*^*f/f*^ mice (Fig. 5D). These data imply that myeloid TLR4 plays a regulatory role in adaptive immunity and deletion of macrophage *tlr4* can alter the T cell immunity by shifting the Th1/Th17 to Treg immune responses during the development of anti-GBM GN.

**Fig. 5:**
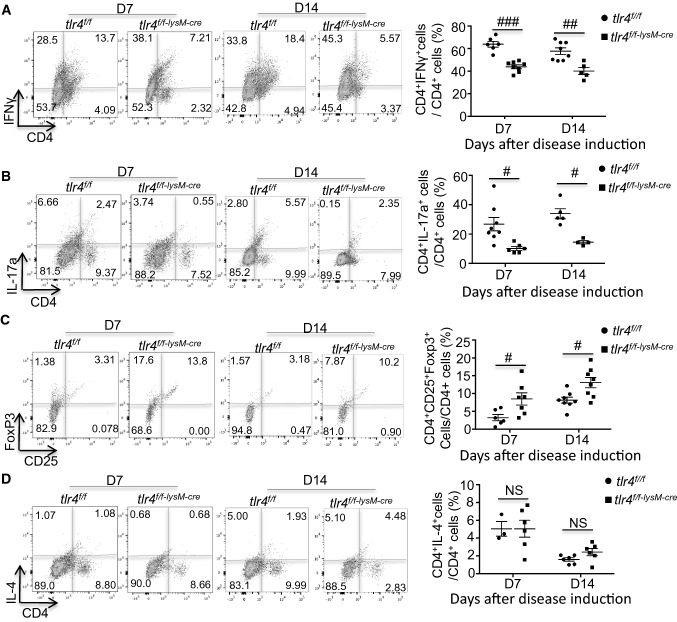
Deficiency of myeloid TLR4 suppresses T cell-mediated experimental anti-GBM crescentic GN by shifting the Th1/Th17 towards the Treg immune responses. Representative flow cytometry plots of renal singlets analyzed for: **A** Th1 (CD4^+^IFNγ^+^), mean ± SEM (*t *test, *n* = 5–8); **B** Th17 (CD4^+^IL17a^+^), mean ± SEM (*t*-test, *n* = 5–8); **C.** Treg (CD4^+^CD25^+^ Foxp3^+^), mean ± SEM (*t *test, *n* = 6–8); and **D** Th2 (CD4^+^IL-4^+^), mean ± SEM (*t *test, *n* = 3–6) (Gated on CD4^+^ cells for Treg, otherwise gated on CD45^+^). Each dot represents one mouse. #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 versus corresponding *tlr4*^*f/f*^

### Deficiency of myeloid TLR4 downregulates the genes involving the proinflammatory and immunogenic Pathways

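BMDMs from tlr4f/f-lysM-cre mice and from their tlr4f/f controls were left unstimulated or treated with 1 µg/mL of LPS for 6 h. Their RNA was sequenced in 3 libraries per group, 12 libraries in all. In tlr4f/f-lysM-cre mice, Cre is expressed from the lysM locus (Lyz2) and deletes the floxed tlr4 in myeloid cells. The sample labels state that the BMDMs were differentiated for 7 days with 50 ng/mL of M-CSF. The authors removed low-quality reads, aligned the others to mm10 with HISAT2 and counted them with HTSeq. The values they deposited are read counts without normalization, given for 106335 RefSeq and 8805 Ensembl transcripts. Transcripts of the same gene share reads: in 8070 genes with at least 1000 counts on the first transcript, the second transcript held a median of 97.0% of the count of the first. The transcript with the highest count was therefore taken for each gene, which left 43131 genes. Over these genes, the libraries held between 33577087 and 56445268 counts. The median was 48380952 in the libraries headed unstimulated tlr4f/f, 45667673 in those headed unstimulated tlr4f/f-lysM-cre, 39955601 in those headed LPS tlr4f/f and 44993689 in those headed LPS tlr4f/f-lysM-cre.
Groups are named here by the headings of the deposited columns. Tlr4 (ENSMUSG00000039005.13) lies on chromosome 4 of mm10 from 66827584 to 66930284. It was counted 4486, 9136 and 6449 times in the libraries headed unstimulated tlr4f/f and 4367, 3041 and 3739 times in those headed unstimulated tlr4f/f-lysM-cre. With LPS in the heading, the counts were 1484, 1086 and 1412 for tlr4f/f and 1191, 891 and 1117 for tlr4f/f-lysM-cre. Normalized by edgeR's TMM method, this was 115 ± 35.3, 110 ± 12.5, 27.7 ± 3.40 and 25.6 ± 1.64 counts scaled to library size (CPM) in the same order (SD, n = 3). The log2 fold change of Tlr4 between the genotypes in the headings was -0.07 (standard error 0.254, adjusted p = 0.849) without LPS and -0.12 (standard error 0.0900, adjusted p = 0.280) with LPS, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the treatments in the headings it was -2.02 in tlr4f/f (adjusted p = 0.0402) and -2.09 in tlr4f/f-lysM-cre (adjusted p = 0.000937) by the same edgeR test. Without LPS, the sign of this genotype difference changed with the scaling, to 0.01 with RLE factors. The adjusted p in tlr4f/f rose to between 0.251 and 0.262 when 1 of the libraries headed LPS tlr4f/f was left out, and that in tlr4f/f-lysM-cre to between 0.0119 and 0.0142 when 1 of those headed LPS tlr4f/f-lysM-cre was left out. Lyz2 (chromosome 10, 117277331 to 117282321) was counted 221787 to 1244818 times in the 6 libraries headed unstimulated, 494 to 623 times in those headed LPS tlr4f/f and 2127 to 3272 times in those headed LPS tlr4f/f-lysM-cre. Il1b (chromosome 2, 129364570 to 129371139) was counted 52432 to 306385 times in the libraries headed unstimulated tlr4f/f-lysM-cre and 97411 to 113136 times in those headed LPS tlr4f/f-lysM-cre. It was counted 4 to 405 times in the 6 libraries headed tlr4f/f, with or without LPS.
The heat map of Supplementary Fig. 4 gives a second record of the same groups. Across its 46 genes, which are not independent replicates, the 6 columns it labels unstimulated tlr4f/f-lysM-cre and LPS tlr4f/f correlated with the libraries of the same heading with r between -0.718 and -0.351. With the headings of these 2 groups exchanged, r over the 12 columns was between 0.891 and 0.993. Directions are those of the libraries as headed, except where a value is given with the headings of these 2 groups exchanged, an alternative chosen after seeing the data.
Groups were compared with edgeR on the 6 libraries of each comparison, over the genes kept by filterByExpr. DEGs were genes with a fold change above 2 and an adjusted p below 0.01, the criteria of the paper, which assessed them with DESeq.

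**Figure D1:**
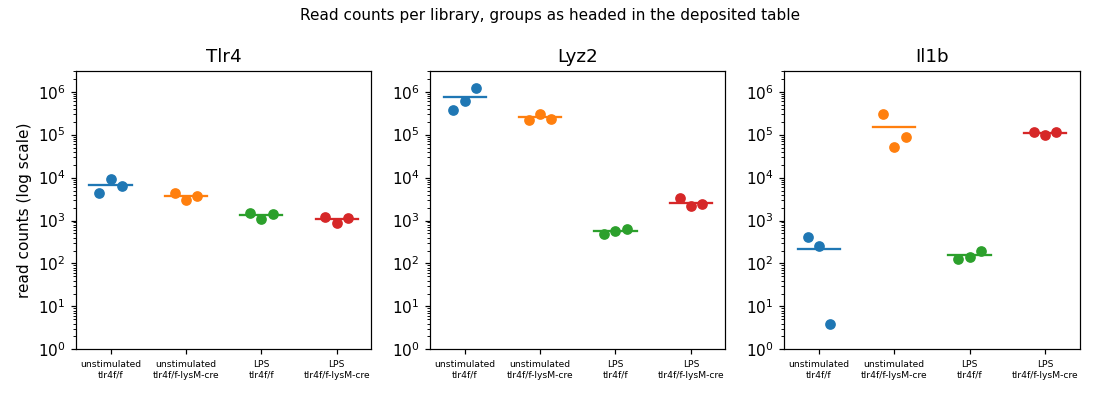
Read counts of Tlr4, Lyz2 and Il1b (log scale) in each of the 12 libraries, by the heading of the deposited column. Points are libraries and lines are means of 3 libraries. Tlr4 lies between 891 and 1484 in the 6 libraries headed LPS and between 3041 and 9136 in the 6 headed unstimulated.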

To explore the downstream molecules responsible for the regulatory role of myeloid TLR4 during inflammatory responses, we employed polyA RNA sequencing to analyze transcriptome profiles of *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−Cre*^ BMDMs with or without LPS stimulation (S. Figure 2A). 

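The similarity of the libraries was computed as Pearson's r of log2 CPM (prior count of 2) across the 15775 genes kept by filterByExpr over the 4 groups. Genes are not independent replicates, and r carries no p-value here. Among the libraries headed unstimulated tlr4f/f, r was between 0.928 and 0.964, and among those headed unstimulated tlr4f/f-lysM-cre between 0.955 and 0.961. The libraries headed LPS tlr4f/f gave 0.990 to 0.991 and those headed LPS tlr4f/f-lysM-cre 0.989 to 0.990. The mean was 0.972 ± 0.0210 (SD over pairs) within groups and 0.905 ± 0.0452 between groups. The libraries headed unstimulated tlr4f/f were as close to those headed LPS tlr4f/f (mean r 0.955) as to each other (mean r 0.948). The lowest mean between groups was 0.843, of the libraries headed LPS tlr4f/f with those headed unstimulated tlr4f/f-lysM-cre.
Average-linkage clustering on 1 - r placed the 3 libraries of each group in a branch of their own for 3 of the 4 groups. The exception was the group headed unstimulated tlr4f/f, whose libraries joined the branch of those headed LPS tlr4f/f 1 at a time, at heights of 0.0267, 0.0504 and 0.0557. The last step, at 0.117, separated the libraries by the genotype in their headings. With the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, the same step separates them by treatment. Centring log2 CPM per gene moved these values most, to a mean r of 0.656 within groups and -0.248 between groups, and again 3 groups formed a branch of their own. The spread between replicates, as edgeR's biological coefficient of variation, was 37.3% and 35.0% in the groups headed unstimulated tlr4f/f and tlr4f/f-lysM-cre, and 8.56% and 8.75% in the same genotypes headed LPS.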

Individual replicates in each group were clearly clustered and highly homologous within group according to their gene expression profiles and overall expression similarity (S. Figure 2B and C). 

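Between the libraries headed LPS tlr4f/f and unstimulated tlr4f/f, 0 of 14701 genes tested were DEGs, while 3624 had an unadjusted p below 0.05 and 187 an adjusted p below 0.05. Between the libraries headed LPS tlr4f/f-lysM-cre and unstimulated tlr4f/f-lysM-cre, 865 of 14234 genes were DEGs, 345 higher and 520 lower with LPS. No DEG was therefore shared (0 genes), and 0 genes were induced in tlr4f/f and lower in LPS treated tlr4f/f-lysM-cre. Among the alternatives set beforehand, DESeq2's Wald test gave the highest counts. These were 467 DEGs in tlr4f/f, 2002 in tlr4f/f-lysM-cre, 237 shared (110 higher with LPS in both) and 91 suppressed. With the replicate number as a block, the count in tlr4f/f-lysM-cre fell to 212. The counts changed when single libraries were left out. Without replicate 3 of the group headed unstimulated tlr4f/f, 184 genes were DEGs in tlr4f/f, 93 were shared and 31 were suppressed. In tlr4f/f-lysM-cre, 4, 7 and 15 genes were DEGs without replicate 1, 2 or 3 of the group headed LPS. Without replicate 1, 2 or 3 of the group headed unstimulated, 935, 1124 and 1178 were DEGs, so no single library carried this count.
The largest rises in tlr4f/f-lysM-cre were those of Pif1 (chromosome 9, 65587160 to 65595967) and Ryr1 (chromosome 7, 29003344 to 29125179). Pif1 went from 0.174 ± 0.221 to 5.27 ± 1.34 CPM (SD, n = 3), a log2 fold change of 4.84 (standard error 0.785, adjusted p = 0.00766 in edgeR). Ryr1 went from 0.259 ± 0.203 to 6.44 ± 0.478 CPM, a log2 fold change of 4.66 (standard error 0.663, adjusted p = 0.00526 in edgeR). Lyz2 had a log2 fold change of -6.92 (standard error 0.279, adjusted p = 0.000255 in edgeR). Gm42113 was at least 56.8-fold lower with LPS, with 37 to 261 counts against 0 to 2. When a library headed LPS tlr4f/f-lysM-cre was left out, the adjusted p of Pif1 rose to at most 0.0455, that of Ryr1 to 0.0351 and that of Gm42113 to 0.0444 in edgeR, so these 3 were no longer DEGs.
With the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, LPS treatment gave 2497 DEGs in tlr4f/f and 3161 in tlr4f/f-lysM-cre. The genotypes shared 1476 of these, of which 899 were higher with LPS in both, and 331 genes were induced in tlr4f/f and lower in LPS treated tlr4f/f-lysM-cre. The comparisons behind the 331 genes have 3 libraries in common. In 10 simulations that gave the 3 groups the same mean, at most 0 genes were found. These simulations held no LPS effect either. They therefore do not test what the shared libraries add among genes that respond to LPS.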

Although some genes (*n* = 957) associated with inflammatory response and cytokine-mediated signaling pathways were up-regulated (FDR < 0.01, and > twofold differences in expression) in both of the LPS-stimulated groups comparing to their unstimulated control, respectively (S. Figure 3A and B), there was still a large subset of genes whose induction by LPS was significantly suppressed by deficiency of macrophage TLR4 (S. Figure 3C). Comparing the transcriptome profiles between LPS challenged *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ BMDMs, 866 DEGs were recognized (Fig. 6A, S. Figure 3C). Among them, 471 genes were upregulated in LPS treated *tlr4*^*f/f*^ BMDMs, most of which were highly enriched with Gene Ontology (GO) terms “regulation of defense response”, “response to interferon-beta”, “response to interferon-gamma” and “TNF signaling pathways”. 

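Between the libraries headed LPS tlr4f/f-lysM-cre and LPS tlr4f/f, 3161 of 14540 genes tested were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1572 were higher in the libraries headed LPS tlr4f/f-lysM-cre and 1589 in those headed LPS tlr4f/f. A fit of all 12 libraries moved this count most among the alternatives set beforehand, to 2045, and it stayed between 3017 and 3152 with each library left out in turn. The same comparison gave 865 DEGs with the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, 345 higher in tlr4f/f-lysM-cre and 520 higher in tlr4f/f. With the exchange and DESeq2's Wald test together it gave 2002, of which 787 were higher in tlr4f/f-lysM-cre and 1215 in tlr4f/f.
As headed, the DEGs with the largest fitted changes were at or below 3 counts in every library of one group. Their fold is a lower bound, which does not rank them against other genes. Il12a (chromosome 3, 68690644 to 68698547) was at least 116-fold higher in the libraries headed LPS tlr4f/f-lysM-cre, with 246 to 346 counts against 0. Shisa3 (chromosome 5, 67607882 to 67623552) was at least 1057-fold higher there, with 2427 to 3016 counts against 1 or 2. LOC102632465, for which the annotation gives no position, was at least 11.9-fold lower, and Pcyt1b (chromosome X, 93654863 to 93749951) at least 10.5-fold lower, each with 0 counts in the libraries headed LPS tlr4f/f-lysM-cre. In the libraries headed unstimulated tlr4f/f-lysM-cre, Il12a had 200 to 752 counts and Shisa3 1249 to 8231. With the headings exchanged, neither was a DEG between the genotypes under LPS, with adjusted p of 0.283 for Il12a and 0.290 for Shisa3 in edgeR.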

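The GO enrichment and its gene sets were not analysed here. Lists of known targets, fixed before the data were examined, were tested in its place with camera (preset correlation of 0.01) and Benjamini-Hochberg adjustment over 9 lists. As headed, the 40 genes of the interferon-beta list had a median log2 fold change of 3.39 between the libraries headed LPS tlr4f/f-lysM-cre and LPS tlr4f/f (adjusted p = 8.79e-19, camera in limma), with 40 of 40 higher and 38 DEGs. For 29 interferon-gamma genes the median was 2.33 (adjusted p = 2.96e-10, camera in limma), with 28 higher and 22 DEGs. For 40 TNF and NF-kB targets it was 3.69 (adjusted p = 8.68e-21, camera in limma), with 40 higher and 39 DEGs. The last median was 3.59 with 2 genes at the count floor set at their bound. Adjusted over the list alone, 38, 22 and 40 genes were DEGs. The interferon-gamma list shares 13 of its 30 genes with other lists and the TNF and NF-kB list 13 of its 40, while the interferon-beta list shares 0. The calls of these lists held with fry, a rotation test (adjusted p = 1.99e-05, 2.21e-05 and 2.01e-06), but not with camera and an estimated correlation (adjusted p = 0.227, 0.227 and 0.170).
Rsad2, the interferon-beta gene with the largest difference (chromosome 12, 26442746 to 26456452), was at 1939 ± 340 CPM in the libraries headed LPS tlr4f/f-lysM-cre and 28.6 ± 3.58 in those headed LPS tlr4f/f (SD, n = 3), a log2 fold change of 6.08 (standard error 0.186, adjusted p = 2.51e-07 in edgeR). Cxcl11 of the interferon-gamma list was at least 14.8-fold higher in the libraries headed LPS tlr4f/f-lysM-cre, and Il12b of the TNF list had a log2 fold change of 10.46 (standard error 0.743, adjusted p = 0.000243 in edgeR).
The direction of all 3 lists changed when the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre were exchanged. The medians were then -1.26 for interferon-beta (0 of 40 genes higher in tlr4f/f-lysM-cre, 23 DEGs lower), -0.78 for interferon-gamma (4 of 29 higher, 11 DEGs lower) and -1.28 for TNF and NF-kB targets (1 of 40 higher, 14 DEGs lower). Adjusted over the list alone, 26, 12 and 19 genes were DEGs with the exchange. The log2 fold changes were -2.07 for Rsad2 (adjusted p = 0.00262 in edgeR), -5.93 for Cxcl11 (0.00192) and -2.20 for Il12b (0.0423).

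**Figure D2:**
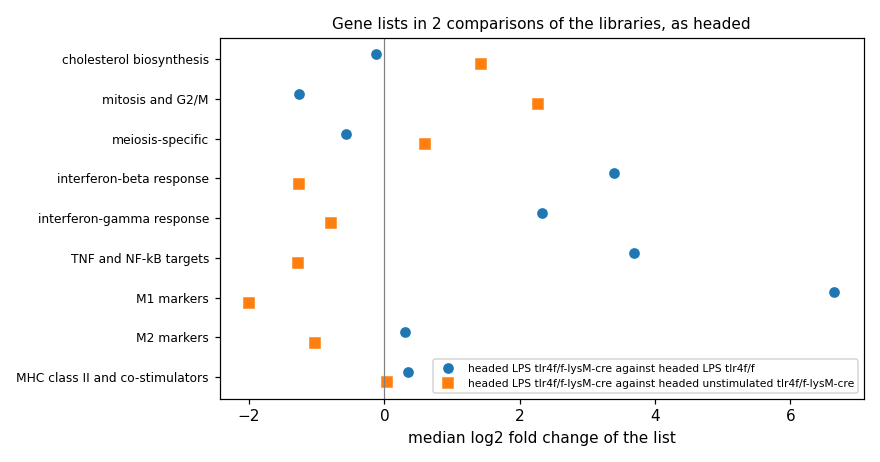
Median log2 fold change of 9 gene lists in the libraries headed LPS tlr4f/f-lysM-cre, against those headed LPS tlr4f/f (circles) and against those headed unstimulated tlr4f/f-lysM-cre (squares). The squares are also the genotype difference under LPS with the headings of these 2 control groups exchanged, and the interferon-beta list lies at 3.39 and -1.26.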

Efferocytosis is the signature of macrophage activation, thus the efferocytosis-related gene expression was further analyzed by heatmap. 

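Among the 46 genes of the heat map in Supplementary Fig. 4, the paper assigns 13 to the promotion of efferocytosis (Abca7, C2, C3, Ccl2, Tgm2, Rhog, Jmjd6, Xkr8, Adgrb1, Thbs1, Mertk, Tyro3 and Itgav) and 4 to its suppression (Trem2, Cd300lf, Hmgb1 and Rab14). Adgrb1, with 0 to 4 counts in each library, was too low to be tested, and Tyro3, with 0 to 19 counts, was tested only between the groups headed unstimulated and in the interaction of genotype and LPS. Between the libraries headed LPS tlr4f/f and unstimulated tlr4f/f, 0 of 11 promoting genes were higher and 11 were lower with LPS, 2 of them with an adjusted p below 0.05 and 4 when adjusted over the list alone. Of the 4 suppressing genes, 2 were higher and 2 were lower. C3 (chromosome 17, 57203970 to 57228136) went from 214 ± 108 to 28.7 ± 2.38 CPM (SD, n = 3), a log2 fold change of -2.88 (standard error 0.365, adjusted p = 0.0442 in edgeR). Without replicate 1, 2 or 3 of the group headed LPS tlr4f/f, its adjusted p was 0.262, 0.251 and 0.258 in edgeR. Cd300lf (chromosome 11, 115116214 to 115133992) had a log2 fold change of -1.27 (standard error 0.430, adjusted p = 0.144 in edgeR), and without replicate 3 of the group headed unstimulated tlr4f/f its adjusted p was 0.00832 in edgeR.
Under LPS, 11 of 11 promoting genes were higher in the libraries headed tlr4f/f-lysM-cre than in those headed tlr4f/f, each with an adjusted p below 0.05, and 5 were DEGs, the same numbers as when adjusted over the list alone. C3 was at 623 ± 74.9 CPM in the libraries headed LPS tlr4f/f-lysM-cre, a log2 fold change of 4.43 (standard error 0.101, adjusted p = 9.35e-11 in edgeR). Of the suppressing genes, 3 were lower and 1 was higher, and Cd300lf had a log2 fold change of -3.40 (standard error 0.256, adjusted p = 1.65e-07 in edgeR).
These directions changed with the headings. With those of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, 12 of 12 promoting genes were higher with LPS in tlr4f/f, 6 of them with an adjusted p below 0.05, and 3 of 4 suppressing genes were lower, 2 with an adjusted p below 0.05. Between the genotypes under LPS, 11 of 11 promoting genes were then lower in tlr4f/f-lysM-cre, 8 with an adjusted p below 0.05 and 9 when adjusted over the list alone, and 3 of 4 suppressing genes were higher. C3 then had a log2 fold change of 3.84 with LPS in tlr4f/f (adjusted p = 0.00331 in edgeR) and -2.30 between the genotypes (0.00776), and Cd300lf one of -0.68 (0.307) and -4.01 (0.00176).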

Results shown in Supplementary Fig. 4 revealed that LPS stimulation upregulated the genes that are promoting macrophage efferocytosis, such as Abca7, C2, C3, Ccl2, Tgm2, Rhog, Jmjd6, Xkr8, Adgrb1, Thbs1, Mertk, Tyro3 and Itgav, but downregulated the genes that are suppressing macrophage efferocytosis, including Trem2, Cd300lf, Hmgb1 and Rab14 in *tlr4*^*f/f*^ BMDMs, which were reversed by deleting macrophage *tlr4* in *tlr4*^*f/f−LysM−cre*^ BMDMs. Instead, 395 significantly upregulated DEGs in LPS treated *tlr4*^*f/f−lysM−cre*^ BMDMs were mostly involved in “meiotic cell cycle process”, “G2/M transition of mitotic cell cycle” and “Cholesterol biosynthesis” as demonstrated in Fig. 6B. 

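For genes higher in LPS treated tlr4f/f-lysM-cre BMDMs, lists of mitosis and G2/M, meiosis-specific and cholesterol biosynthesis genes were tested in the same way. As headed, 39 of 40 mitosis and G2/M genes were lower in the libraries headed LPS tlr4f/f-lysM-cre than in those headed LPS tlr4f/f, with a median log2 fold change of -1.27 (adjusted p = 7.84e-10, camera in limma). Of these, 31 were DEGs, or 32 adjusted over the list alone. Kif23 (chromosome 9, 61915905 to 61946774) was at 13.2 ± 2.76 CPM against 59.9 ± 5.54 (SD, n = 3), a log2 fold change of -2.19 (standard error 0.148, adjusted p = 6.3e-06 in edgeR). Only 9 of the 28 meiosis-specific genes were counted highly enough to be tested, and their median was -0.57 (adjusted p = 0.253, camera in limma) with 1 DEG, Hsf2bp (log2 fold change -2.29, standard error 0.447, adjusted p = 0.000710 in edgeR). In a fit of all 12 libraries, Hsf2bp was not a DEG (adjusted p = 0.0856 in edgeR). The 22 cholesterol biosynthesis genes had a median of -0.12 (adjusted p = 0.469, camera in limma), with 9 higher, 13 lower and 1 DEG, Dhcr7 (chromosome 7, 143823145 to 143848410), which was at 15.2 ± 0.296 against 34.7 ± 2.50 CPM, a log2 fold change of -1.20 (standard error 0.0737, adjusted p = 2.5e-08 in edgeR). Adjusted over the list alone, the last 2 lists again held 1 DEG each. With fry, the mitosis list kept its call (adjusted p = 0.00312) and the meiosis-specific list passed 0.05 as well (adjusted p = 0.00335). With an estimated correlation the mitosis list did not pass it (adjusted p = 0.429).
The medians of these 3 lists were positive with the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged. They were then 2.27 for mitosis and G2/M (40 of 40 genes higher in tlr4f/f-lysM-cre, 11 DEGs, 31 adjusted over the list alone), 0.60 for meiosis-specific genes (6 of 8 higher, 0 DEGs) and 1.43 for cholesterol biosynthesis (22 of 22 higher, 6 DEGs, 11 adjusted over the list alone). The log2 fold change was 3.37 for Kif23 (adjusted p = 0.00208 in edgeR) and 2.07 for Dhcr7 (0.00221), and Hsf2bp was too low to be tested.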

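Whether the response to LPS itself differed between the genotypes was tested as the interaction of genotype and LPS in a fit of all 12 libraries. Its value is the same with and without the exchange of headings described for the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre. Of 15775 genes, 164 had an interaction fold change above 2 and an adjusted p below 0.01, 104 positive and 60 negative. This balance depended on the processing. It was 64 positive and 80 negative with RLE factors and 69 and 95 with limma voom, but 358 and 299 with DESeq2's Wald test. Among the alternatives set beforehand, DESeq2's Wald test gave the highest count, 657. The count fell to between 10 and 21 when 1 library headed LPS was left out. It rose to 306 without replicate 3 of the group headed unstimulated tlr4f/f-lysM-cre. The largest positive values were those of Ldlrad3 (chromosome 2, 101950203 to 102186385), at 3.42 (standard error 0.484, adjusted p = 0.00484 in edgeR), and Sesn1 (chromosome 10, 41809935 to 41908424), at 3.28 (standard error 0.224, adjusted p = 0.000283 in edgeR). Sesn1 was at 65.5 ± 5.14 CPM in the libraries headed unstimulated tlr4f/f, 78.9 ± 7.68 in those headed LPS tlr4f/f, 3.04 ± 0.816 in those headed unstimulated tlr4f/f-lysM-cre and 35.6 ± 1.03 in those headed LPS tlr4f/f-lysM-cre (SD, n = 3). Its call held with each library left out in turn, at an adjusted p of at most 0.00319 in edgeR. The most negative values were those of Pacsin1 (chromosome 17, 27655509 to 27711482), with 98 to 189 counts in the libraries headed LPS tlr4f/f and 0 to 9 in each of the other 9, and Angpt1 (chromosome 15, 42424723 to 42676977), at -5.63 (standard error 0.735, adjusted p = 0.00382 in edgeR). Without 1 library headed LPS, the adjusted p in edgeR was at most 0.0236 for Ldlrad3, 0.0207 for Pacsin1 and 0.0182 for Angpt1, above 0.01 in each case.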

Enrichment network of the 866 DEGs further illustrated the heterogeneity in LPS triggered downstream biology process due to TLR4 deficiency (Fig. 6C, D). At last, TRRUST [39] database from Metascape was employed to explore the candidate downstream transcription factors (TFs) modulating the up-regulated DEGs in LPS treated *tlr4*^*f/f*^ or *tlr4*^*f/f−lysM−cre*^ BMDMs. 

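The enrichment of TRRUST targets was not analysed here, and the expression of the TFs themselves is given. As headed, Nfkb1 (chromosome 3, 135584655 to 135691547) was at 632 ± 21.9 CPM in the libraries headed LPS tlr4f/f-lysM-cre and 86.6 ± 3.66 in those headed LPS tlr4f/f (SD, n = 3), a log2 fold change of 2.86 (standard error 0.0576, adjusted p = 1.85e-12 in edgeR). Irf1 (2.33) and Stat3 (1.08) were also DEGs by their log2 fold changes, with adjusted p of 2.17e-05 and 3.49e-09 in edgeR. Stat3 was at 229 ± 6.06 against 107 ± 5.07 CPM. Jun (log2 fold change -0.70, adjusted p = 2.08e-06 in edgeR) was below the fold change criterion. Fos (-0.06, adjusted p = 0.846 in edgeR) and Irf8 (0.16, adjusted p = 0.684 in edgeR) differed by less than their standard errors (0.222 and 0.308). Their sign changed without 1 library headed LPS tlr4f/f-lysM-cre, to 0.14 for Fos without replicate 2 and -0.13 for Irf8 without replicate 3. Of the 19 TFs named in Fig. 6E, 9 were DEGs, 6 of them higher in the libraries headed LPS tlr4f/f-lysM-cre, and the same 9 when adjusted over the list alone.
With the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, the log2 fold change was -1.81 for Stat3 (adjusted p = 0.00192 in edgeR), -0.43 for Nfkb1 (0.208), -0.39 for Irf1 (0.275), -1.51 for Irf8 (0.0581), -0.54 for Jun (0.0347) and 1.09 for Fos (0.0223), and 2 of the 19 TFs were DEGs.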

Apart from the classic TFs (Nfkb1, Jun and Fos) in TLR4 signaling pathway, the proinflammatory M1 macrophage phenotype-driving TFs: Irf1 and Irf8 [40], together with Stat1 and Stat3 which are responsible for Th1 and Th17 cell differentiation respectively [41, 42], were also found to be the key TFs for TLR4-dependent DEGs in LPS treated *tlr4*^*f/f*^ BMDMs. 

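Rbl2 lies on chromosome 8 from 91070057 to 91123844. It was at 33.8 ± 0.422 CPM in the libraries headed LPS tlr4f/f-lysM-cre and 54.7 ± 1.30 in those headed LPS tlr4f/f (SD, n = 3), a log2 fold change of -0.70 (standard error 0.0536, adjusted p = 1.91e-07 in edgeR) that was below the fold change criterion. The sign was the opposite with the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, with a log2 fold change of 0.54 (standard error 0.289, adjusted p = 0.206 in edgeR).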

Meanwhile, only Rbl2, known as a regulator of cell division, was identified as potential candidate TF having significant interactions with up-regulated DEGs in LPS treated *tlr4*^*f/f−lysM−cre*^ BMDMs (Fig. 6E).

**Fig. 6:**
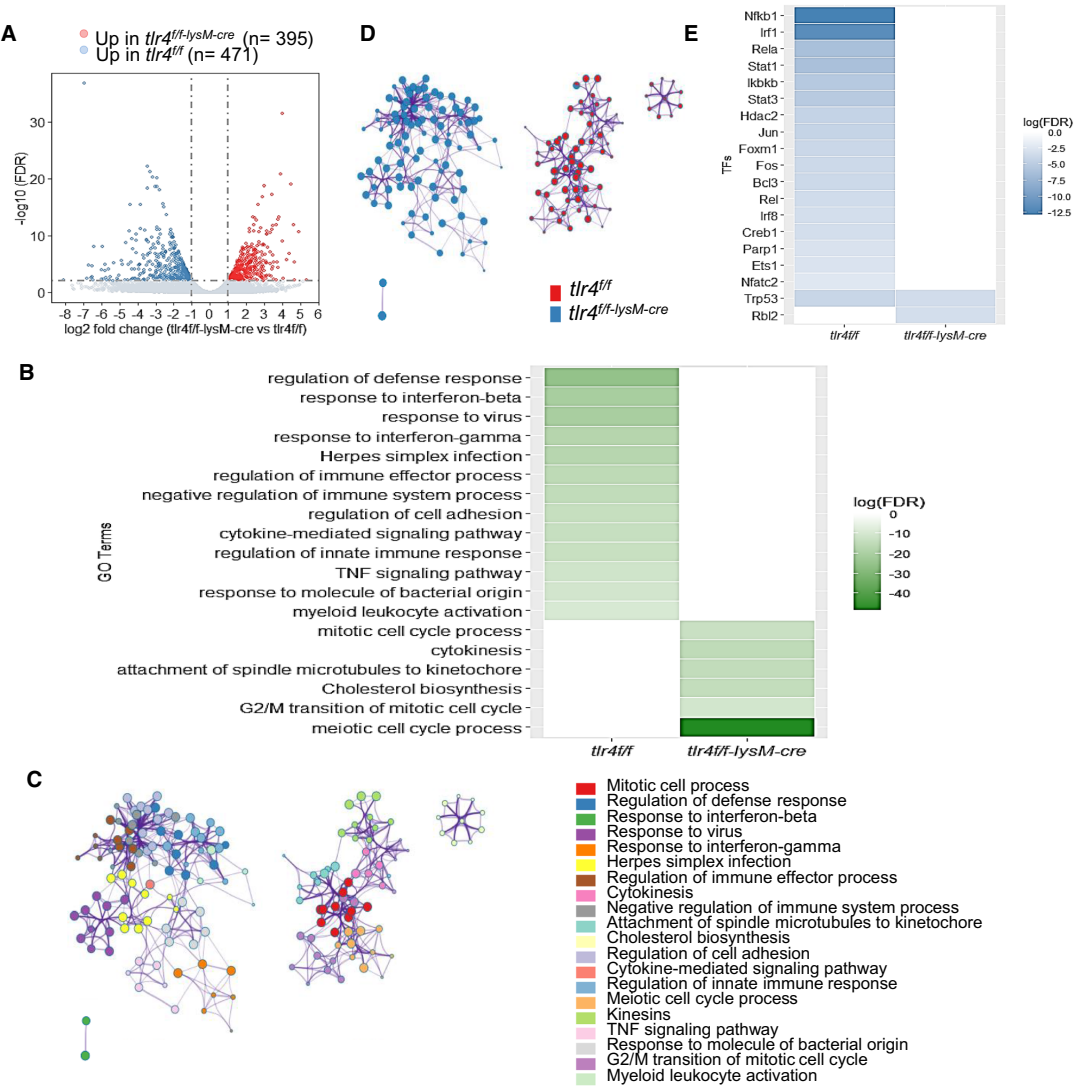
Deficiency of myeloid TLR4 alters the gene expression profile of macrophages from the proinflammatory and immunogenic state to the quiescent state. **A** The volcano plot of transcriptomic changes between LPS stimulated *tlr4*^*f/f−lysM−Cre*^ and *tlr4*^*f/f*^ BMDMs; **B** Heatmap shows top significantly enriched terms across up-regulated DEGs in LPS treated *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−Cre*^ BMDMs, coloured by log (FDR); **C** Enrichment network of 866 DEGs between LPS stimulated *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−cre*^ BMDMs. Each node represents one enriched term. The number of input genes falling into each term is represented as the circle size and cluster identities are distinguished by colours; **D** Network of enriched terms represented as pie charts, where the sector size is proportional to the number of up-regulated DEGs originated from each sample group. **E** Heatmap shows top significantly enriched transcriptional regulatory interaction of up-regulated DEGs in LPS treated *tlr4*^*f/f*^ and *tlr4*^*f/f−lysM−Cre*^ BMDMs, coloured by log (FDR). All the enrichment analysis has been carried out with the following ontology sources: KEGG Pathway, GO Biological Processes, Reactome Gene Sets, CORUM, TRRUST and PaGenBase. Terms with a *p*-value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 (the enrichment factor is the ratio between the observed counts and the counts expected by chance) are collected and grouped into clusters based on their membership similarities. DEGs, differentially expressed genes; FDR, false discovery rate

## Discussion

Systemic *tlr4* knockout (KO) has been shown to exert renoprotective effects in number of renal diseases, including diabetic nephropathy, lupus nephritis and nephrotoxic nephritis [20–27]. However, since TLR4 are constitutively expressed by a variety of cells including the intrinsic renal cells such as tubular epithelial cells, endothelial cells and glomerular cells, and the extrinsic inflammatory cells such as neutrophils and macrophages, findings from the systemic *tlr4* KO mouse models may just suggest the overall role of TLR4 in progressive renal injury. In the present study, we developed a conditional myeloid *tlr4* KO mouse and uncovered the role and mechanisms of myeloid TLR4 in a mouse model of anti-GBM GN. We found that myeloid TLR4 was largely deleted from both peripheral and renal infiltrating macrophages to a less extent of neutrophils, resulting in protection against anti-GBM GN in terms of glomerular crescent formation, segmental necrosis, urine protein excretion and renal function. These observations revealed a critical role for myeloid TLR4, particularly macrophage TLR4, in the pathogenesis of anti-GBM GN.

It has been well recognized that macrophages play a pivotal role in progressive renal injury including glomerular crescentic formation [6–12]. The present study unraveled that upregulation of TLR4 on macrophages may trigger macrophage polarization towards M1 phenotype to actively produce proinflammatory cytokines, resulting in a progression of anti-GBM GN. This was confirmed by deleting myeloid TLR4 to suppress the M1 macrophage accumulation and activation while to promote their differentiation into the anti-inflammatory M2 phenotype to protect against the anti-GBM GN. These results suggest that myeloid TLR4 may play a critical role by modulating macrophages in the pathogenesis of anti-GBM GN. Indeed, CD11b^+^Ly6C^hi^ population correlates with the proinflammatory macrophages and carries the proinflammatory characteristics by expressing high levels of proinflammatory cytokines [34, 35]. In the present study, we found that TLR4 tightly regulated the CD11b^+^Ly6C^hi^ peripheral expansion and the renal recruitment via the MCP-1 dependent mechanism as deletion of myeloid *tlr4* inhibited renal MCP-1 expression and the peripheral and renal CD11b^+^Ly6C^hi^ population expansion, thereby largely inhibiting M1 proinflammatory macrophage while promoting M2 anti-inflammatory macrophage accumulation in the diseased kidneys of anti-GBM GN. The in vitro study further confirmed that upon LPS stimulation, deletion of TLR4 greatly suppressed genes involved in proinflammatory signaling and M1 polarization. These findings provided a direct evidence for a necessary role of TLR4 in macrophage-mediated anti-GBM GN.

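In the BMDM libraries as headed, 19 of 20 M1 markers were higher with LPS in tlr4f/f-lysM-cre than in tlr4f/f, with a median log2 fold change of 6.65 (adjusted p = 8.42e-10, camera in limma), or 6.24 with 1 gene at the count floor set at its bound. Of these, 18 were DEGs, and 18 adjusted over the list alone. The list shares 15 of its genes with the other lists. Il1b was at 2600 ± 95.0 CPM in the libraries headed LPS tlr4f/f-lysM-cre and 3.21 ± 0.469 in those headed LPS tlr4f/f (SD, n = 3), a log2 fold change of 9.66 (standard error 0.106, adjusted p = 2.15e-14 in edgeR). Nos2 (chromosome 11, 78920787 to 78960254) was at 162 ± 38.6 against 0.724 ± 0.223 CPM, a log2 fold change of 7.83 (standard error 0.309, adjusted p = 7.24e-06 in edgeR). Ccl2, which encodes MCP-1, had a log2 fold change of 2.79 (standard error 0.138, adjusted p = 1.69e-06 in edgeR). Among 19 M2 markers tested, 8 were DEGs in the direction of tlr4f/f-lysM-cre and 4 in the direction of tlr4f/f, and the median was 0.31 (adjusted p = 0.326, camera in limma). The same 12 were counted when adjusted over the list alone. Ccl17 was at least 32.8-fold higher in the libraries headed LPS tlr4f/f-lysM-cre, Il10 had a log2 fold change of 3.05 (standard error 0.199, adjusted p = 4.21e-08 in edgeR) and Mrc1 one of -0.997 (standard error 0.198, adjusted p = 0.00787 in edgeR), just under the fold change criterion. Without replicate 2 of the group headed LPS tlr4f/f-lysM-cre, Mrc1 passed it, with a log2 fold change of -1.16, and without replicate 3 of the group headed LPS tlr4f/f with -1.13. For 11 genes of MHC class II and co-stimulators the median was 0.35 (adjusted p = 0.279, camera in limma), with 2 DEGs, also 2 adjusted over the list alone, and the larger difference was that of Cd40 (log2 fold change 6.84, standard error 0.339, adjusted p = 3.9e-05 in edgeR). With fry, all 3 lists passed 0.05 (adjusted p = 9.86e-06, 0.000314 and 0.0311), and with an estimated correlation none did (adjusted p = 0.170, 0.636 and 0.729).
The direction of the M1 and M2 lists changed when the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre were exchanged. The median of the M1 markers was then -2.002, with 0 of 20 genes higher in tlr4f/f-lysM-cre and 8 DEGs, 13 adjusted over the list alone. That of the M2 markers was -1.03, with 1 DEG higher and 4 lower, and that of MHC class II and co-stimulators was 0.04. The log2 fold changes were -4.33 for Nos2 (adjusted p = 0.00249 in edgeR), -2.003 for Ccl2 (0.00456), -4.34 for Il10 (0.00135), -0.70 for Il1b (0.387), -1.81 for Mrc1 (0.0727), -1.55 for Cd40 (0.0188) and -1.03 for Ccl17 (0.641).
From the suppression of these genes in vitro, together with its findings in diseased kidneys, the paper concludes that TLR4 is needed in macrophage-mediated anti-GBM GN.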

The most significant finding from this study was that myeloid TLR4 also plays a modulatory role in T cell polarization and activation as deletion of myeloid *tlr4* dampened Th1/Th17 but enhanced Treg immune response, therefore protecting T cell-mediated anti-GBM GN. It is well established that the Th1 and Th17 immune responses contribute significantly to the pathogenesis of anti-GBM GN [36–38], whereas Treg cells are protective [28, 29]. The present study demonstrated that macrophages could orchestrate the T cell response rather than being directed by T cells. Injection of anti-GBM antibody induced the M1-predomiant activities with increased proinflammatory cytokines such as MCP-1 to recruit more Ly6C^hi^ monocytes to the inflamed site and to promote macrophage activation and differentiation into antigen-presenting cells with high levels of MHC class II expression, which may subsequentially present the antigen to the CD4^+^ T cells as recently reported [43]. The interaction between immunogenic macrophages and CD4^+^ T cells may direct T cell activation and production of Th1/Th17-like cytokines, such as IFNγ and IL-17, resulting in Th1/Th17-mediated anti-GBM GN. In contrast, loss of macrophage TLR4 resulted in the shift of macrophages from M1 to M2-predominant phenotype, thereby suppressing the immunogenicity of MHC class II expressing macrophages and redirecting T cell immune responses from Th1/Th17 towards Treg to protect against anti-GBM GN. Two candidate transcription factors Stat1 and Stat3 that promote Th1/Th17 differentiation were further identified and specifically enriched from up-regulated DEGs in LPS treated *tlr4*^*f/f*^ BMDMs compared to the *tlr4* deletion group by enrichment analysis from TRRUST database. Thus, macrophage TLR4 may not only function as a key regulator for macrophage polarization and activation but may also play a regulatory role in bridging the innate and adaptive immune response by activating MHC-expressing macrophages to present antigens to the T cells and promoting the Th1/Th17-dependent anti-GBM GN.

It should be pointed out that although neutrophils appear to be an early and transient event in the pathogenesis of anti-GBM GN [20, 30], we did find a few NMP-R14^+^ neutrophils during progressive renal injury over days 7 and 14, accounting for about 2% of F4/80^+^ macrophages. However, flow cytometry detected a relatively large CD11b^+^Ly6G^+^ population (9–13%). This discrepancy may be largely associated with the use of different detecting antibodies and methodologies in this study. Indeed, a few NMP-R14^+^ neutrophils were detected in the kidney tissue sections by immunohistochemistry, which is consistent with the previous notion [20, 30]. Whereas, it is highly possible that the relative high numbers of Ly6G^+^ cells by flow cytometry may be associated with the reaction of the anti-Ly6G antibody to some macrophage precursors as previously reported [44, 45]. Thus, although we could not exclude the potential role of neutrophils-derived *tlr4* in the induction phage of anti-GBM GN because *lysM* promoter-driven Cre recombinase also results in functional deficiency of *tlr4* in neutrophils, the massive macrophage infiltration and the majority of macrophage TLR4 deletion (85%) during progressive crescentic GN may reveal a critical role for macrophage-dependent TLR4, rather than neutrophil-derived TLR4, in anti-GBM GN.

In summary, myeloid TLR4 plays a pathogenic role in anti-GBM GN via polarizing M1 macrophage activation while suppressing the M2 phenotype and by shifting the T cell immune response from Th1/Th17 to Treg. Thus, targeting myeloid TLR4 may be a novel therapy for immunologically mediated kidney diseases.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

All data generated or analysed during this study are included in this published article. The sequencing data are available at the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE162497. To review GEO accession GSE162497, go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162497 and enter the secure reviewer token into to box: cvstamiybjojtuz.

# Supplementary material for: Regulatory role and mechanisms of myeloid TLR4 in anti-GBM glomerulonephritis
**Source:** Cell Mol Life Sci. 2021 Sep 27;78(19-20):6721–34. doi: 10.1007/s00018-021-03936-1
**Supplement:** Supplementary file 1 — Supplementary file1

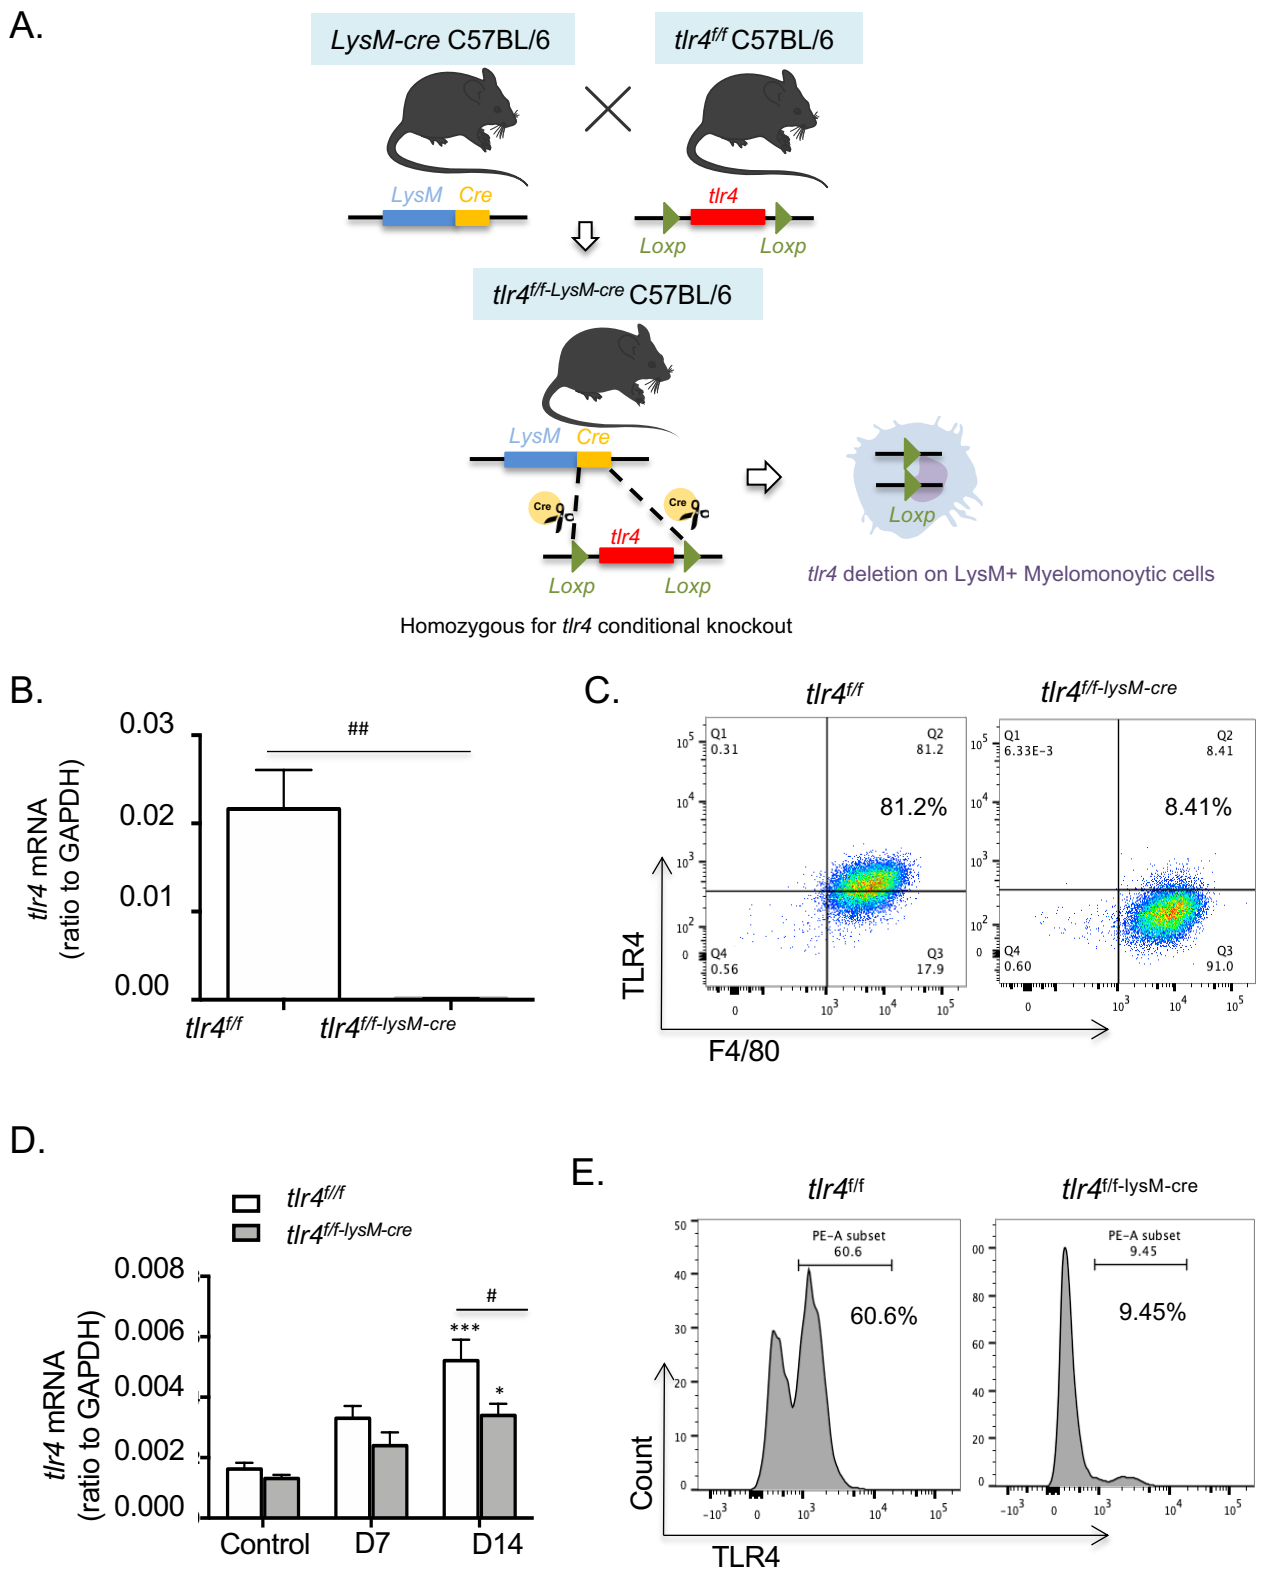

**Supplementary Figure 1. Characterization of *tlr4<sup>f/f-LysM-cre</sup>* mice.** **A.** Schematic illustration of mouse breeding to generate the mice with *tlr4* deficiency in macrophages. **B.** Realtime PCR (mean ± SEM, n=3) and **C.** flowcytometric analysis of TLR4 expression on bone marrow derived macrophages (BMDMs) isolated from *tlr4<sup>f/f</sup>* and *tlr4<sup>f/f-LysM-cre</sup>* mice. **D.** Realtime PCR analysis of *tlr4* mRNA level in renal cortex of control or diseased mice on day 7 and 14 after nephrotoxic nephritis induction (mean ± SEM, n=8); **E.** Representative flowcytometric plots of TLR4 expression on macrophages from the kidney on day 14 after nephrotoxic nephritis induction (gating on live CD45<sup>+</sup>F4/80<sup>+</sup> cells). \**p* < 0.05, \*\*\**p* < 0.001 vs. corresponding control; #*p* < 0.05, ##*p* < 0.01 vs. corresponding *tlr4<sup>f/f</sup>*.

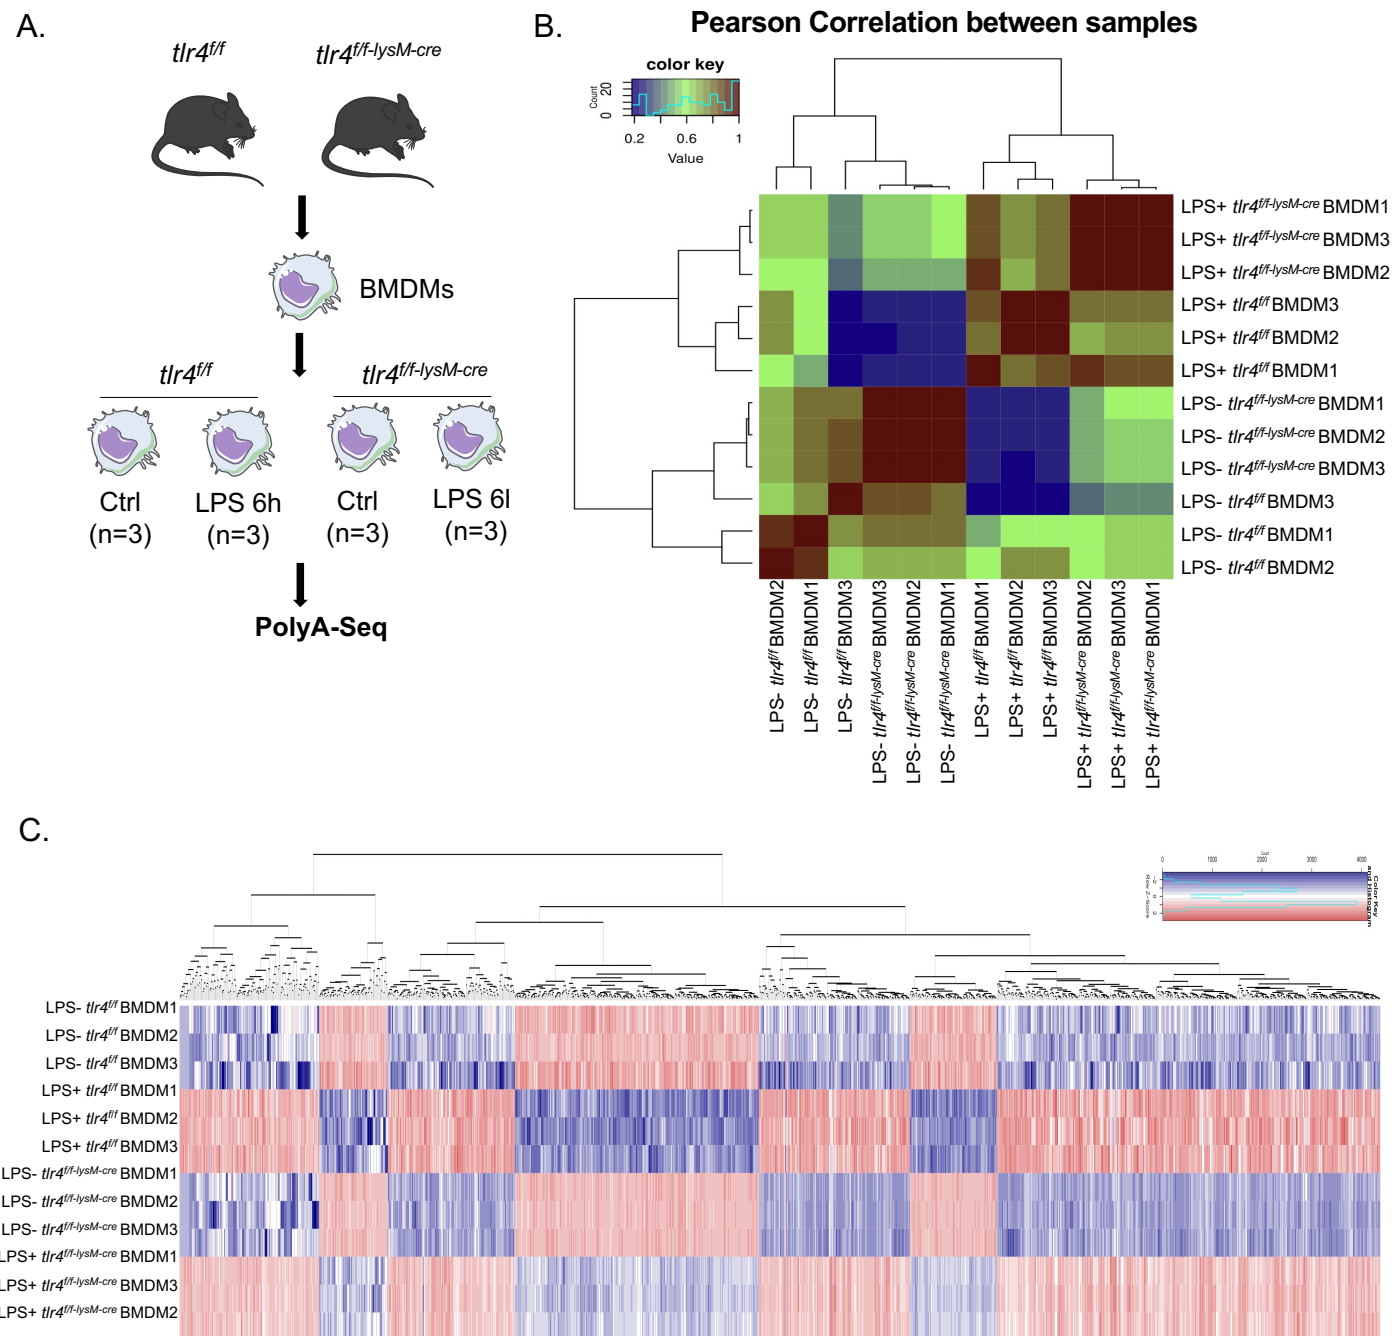

**Supplementary Figure 2. PolyA-RNA sequencing analysis of BMDMs isolated from *tlr4<sup>fl/fl</sup>* and *tlr4<sup>fl/fl</sup>-lysM-cre* mice with or without LPS stimulation.** **A.** Strategy of RNA sequencing of BMDMs isolated from *tlr4<sup>fl/fl</sup>* and *tlr4<sup>fl/fl</sup>-lysM-cre* mice cultured with or without 1ug/L of LPS for 6 hours; **B.** Heatmap of Pearson correlation analysis showing hierarchical clustering of transcriptome similarity in different groups. Independent replicates of the same cell types or treatments were clearly distinguishable and clustered by overall similarity in their gene expression profiles; **C.** Heatmap of gene expression showing a significant difference between groups.

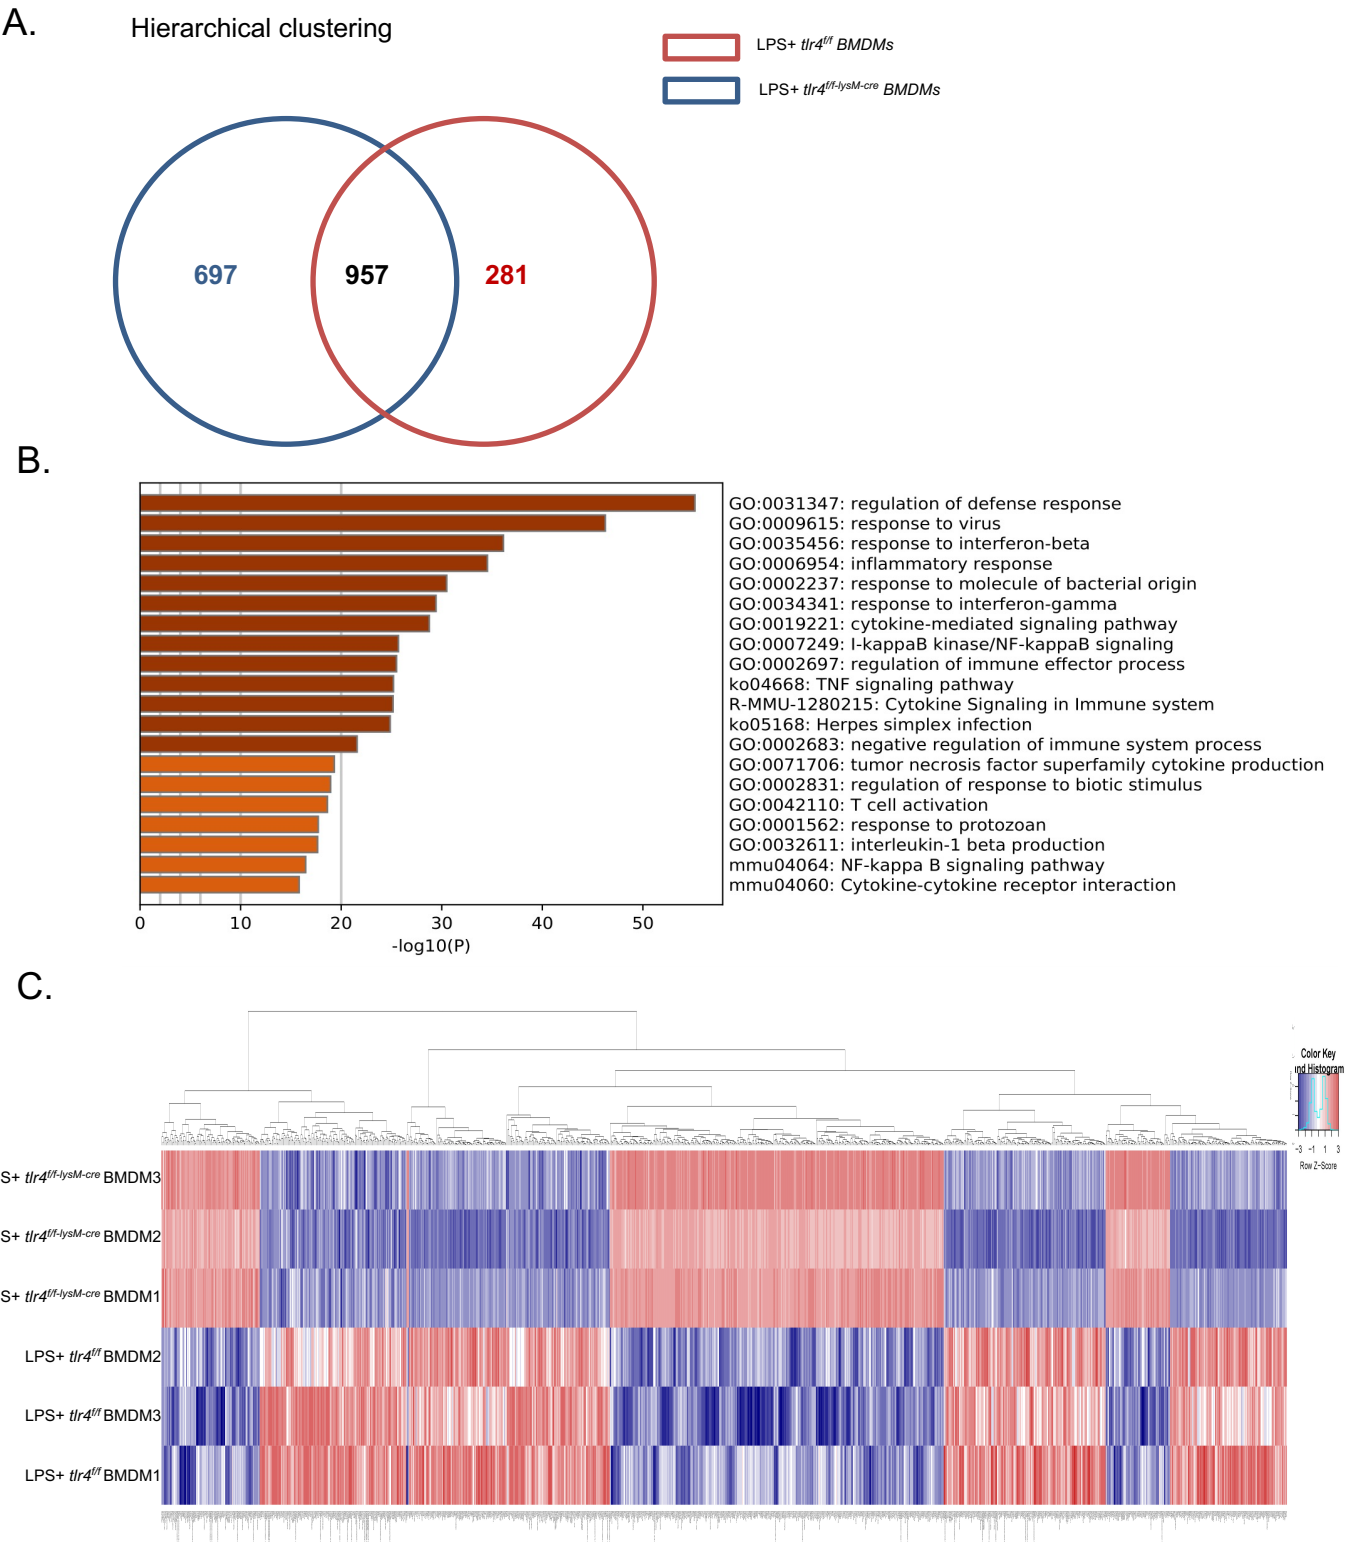

**Supplementary Figure 3. PolyA-RNA sequencing analysis captures TLR4-dependent programming of LPS-induced transcriptome profile in BMDMs.** **A.** Venn diagram showing the 697 and 281 unique DEGs found in LPS stimulated *tlr4<sup>fl/f-lysM-cre</sup>* and *tlr4<sup>fl/f</sup>* BMDMs, where 957 genes are commonly regulated in both groups. **B.** Heatmap shows top significantly enriched terms across 957 commonly regulated DEGs in LPS treated *tlr4<sup>fl/f</sup>* and *tlr4<sup>fl/f-lysM-cre</sup>* BMDMs, coloured by  $\log_{10}$  (FDR); **C.** Heatmap of gene expression showing a significant difference between LPS stimulated *tlr4<sup>fl/f-lysM-cre</sup>* and *tlr4<sup>fl/f</sup>* BMDMs.

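The Venn diagram compares the DEGs of LPS treatment in the genotypes. As headed, 0 DEGs were found in tlr4f/f only and 865 in tlr4f/f-lysM-cre only. DESeq2's Wald test gave 230 in tlr4f/f only and 1765 in tlr4f/f-lysM-cre only. Exchanging the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre gave 1021 in tlr4f/f only and 1685 in tlr4f/f-lysM-cre only, and with DESeq2's Wald test in addition 1779 and 983. A DEG in one genotype only is not shown to respond differently between genotypes, which the interaction of genotype and LPS tests.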

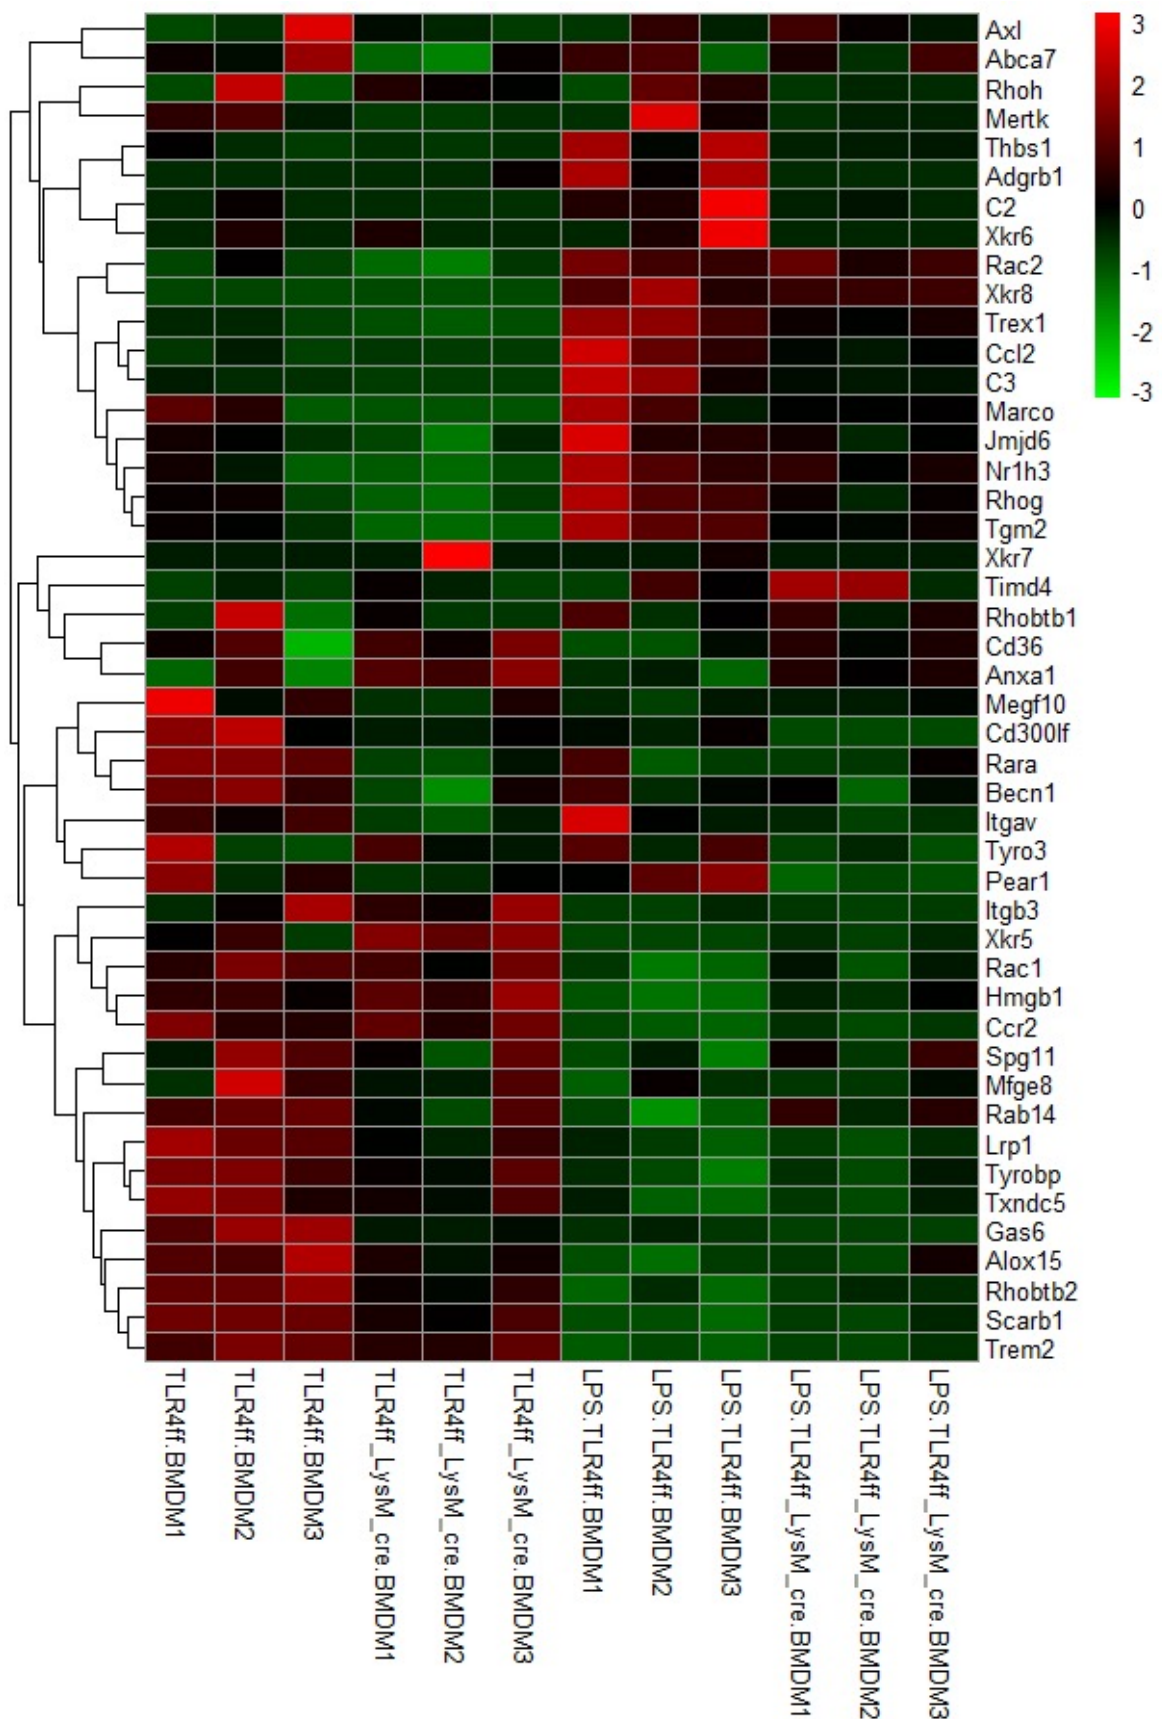

**Supplementary Figure 4. Heatmap of efferocytosis-related gene expression in BMDMs.** Heatmap showing the relative expression of genes involved in efferocytosis signaling among *tlr4<sup>f/f</sup>* and *tlr4<sup>f/f-lysm<sup>-Cre</sup></sup>* BMDMs with or without LPS stimulation. The complete list of genes is according to GO:0043277 [efferocytosis]. Color indicates the gene expression level, and the average expression (avg. exp) scale is shown on the right.

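Of the 46 genes in the heat map, 40 were tested between the libraries headed LPS tlr4f/f and unstimulated tlr4f/f, where 10 were higher and 30 lower with LPS and 0 were DEGs. Between the libraries headed LPS tlr4f/f-lysM-cre and LPS tlr4f/f, 40 were tested, with 22 higher and 18 lower in tlr4f/f-lysM-cre. Of these, 8 of the higher and 5 of the lower genes were DEGs. With the headings of the libraries headed LPS tlr4f/f and unstimulated tlr4f/f-lysM-cre exchanged, 26 of 40 genes were higher with LPS in tlr4f/f, 7 of them DEGs, and 14 were lower, 2 of them DEGs. Between the genotypes under LPS, 28 of 38 genes were then lower in tlr4f/f-lysM-cre, 6 of them DEGs, and 10 were higher, 0 of them DEGs.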

How the deposited data were processed for this re-analysis (not part of the article)

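The deposited data are 12 libraries of BMDM RNA, 3 for each genotype (tlr4f/f, tlr4f/f-lysM-cre) unstimulated and 3 for each treated with LPS. The authors removed adapter and low-quality reads, aligned the rest to mm10 with HISAT2 and counted reads with HTSeq. The values deposited are whole-number counts per transcript without normalization, in 115140 transcripts, of which 106335 are from RefSeq and 8805 from Ensembl. Their sum per library was between 116692230 and 195126978, and it counts reads more than once, since transcripts of a gene share reads. In genes with at least 1000 counts on the first transcript, the second held at least 80% of the count of the first in 86.8% of 8070 genes. The transcript with the highest count over the libraries was taken for each of 43131 genes, which left between 33577087 and 56445268 counts per library with a median of 45330681. Counts of reads without molecular identifiers are not independent molecules, so count floors cover counting error only. A group was treated as at the floor when none of its libraries had more than 3 counts, and a fold against it is then a lower bound.

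Libraries were grouped by the headings of the deposited columns. Because the counts of Tlr4, the targeted gene, go against these headings, they are named "headed" throughout, and every comparison was also run with the headings of the groups headed unstimulated tlr4f/f-lysM-cre and LPS tlr4f/f exchanged, an alternative chosen after seeing the data. The replicate numbers of the groups were not treated as pairs. The paper states no mouse shared between groups.

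Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM normalization, a robust quasi-likelihood fit and its test, and Benjamini-Hochberg adjustment over the genes tested. Each of 4 comparisons used only the 6 libraries compared: LPS against unstimulated in each genotype, and tlr4f/f-lysM-cre against tlr4f/f with and without LPS. The interaction of genotype and LPS used all 12 libraries. DEGs had a fold change above 2 and an adjusted p below 0.01, as in the paper, where DESeq was used. Before the data were examined, these choices, the gene lists, the named genes and the alternatives below were fixed. Genes named in the text are those the paper names for this experiment, Tlr4, Lyz2, the sex-linked genes, the 2 DEGs with the largest change in each direction of a comparison with at least 10 counts in every library of the higher group and no overlap between groups, and for each list the DEG with the largest change. The result of 1 gene is not reported here. By chance, 10% of genes show no overlap between 3 and 3 libraries. Il1b, Nos2, Ccl2, Il10 and Mrc1 are named because the paper measures their products in other assays.

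The 9 gene lists tested with camera of limma 3.58.1 (preset correlation of 0.01, log2 CPM with a prior count of 2) were cholesterol biosynthesis, mitosis and G2/M, meiosis-specific, interferon-beta response, interferon-gamma response, TNF and NF-kB targets, M1 markers, M2 markers, and MHC class II and co-stimulators. They come from general knowledge of these pathways and not from a database. The genes the paper names for efferocytosis and as TFs were also taken as lists. The paper chose them on these same libraries, so their counts adjusted over the list alone are not independent evidence. Marker lists of macrophages, neutrophils, erythroid cells, fibroblasts and stroma, B and T lymphocytes, mast cells and basophils, and dendritic cells, and lists of immediate-early stress genes, replication-dependent histones, structural RNAs and sex-linked genes served as checks of the libraries. Ighm, Trac and Rn45s of these lists are not in the table.

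The alternatives were DESeq2 1.42.0 (Wald test), limma voom with sample quality weights, RLE factors, no filter beyond 1 count, at least 10 counts in every library, all 12 libraries in a single fit, the replicate number as a block, an adjusted p below 0.05, and each library left out in turn. For the lists, camera with an estimated correlation and fry were run, and for the similarity Spearman's rho, the 500 genes with the largest variance, centring per gene and complete linkage. The exchange of headings, the exchange with DESeq2 and the sum over the transcripts of a gene were added after seeing the data. The heat map of Supplementary Fig. 4 was read by colour with Python 3.11.15 and its columns compared with the libraries over 46 genes.

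The tests were checked on simulated data with the spread of each comparison, in which 200 genes were changed by a log2 fold change of 2. Genes with low counts were not among those changed, and each gene had the same spread in all groups. The recovery therefore does not cover low counts, nor the unequal spread of the groups headed unstimulated and LPS. The DEG criteria recovered 72.5% of them for LPS in tlr4f/f, 76.5% for LPS in tlr4f/f-lysM-cre, 98.5% for the genotypes with LPS, 46.0% for the genotypes without LPS and 61.0% for the interaction, with at most 3 false calls in each. The enrichment of GO terms, the enrichment network and TRRUST were not analysed here, nor were the kidney and flow cytometry experiments.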

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

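The tests of library depth, of the most abundant genes and of GC content and gene length were chosen before their results were seen. The comparisons, list tests and alternatives (RLE factors, each library left out, fry, estimated correlation) were fixed before the data were examined. Their use to test an explanation, and all other tests in this part, were chosen only after the result was seen. Directions are those of the libraries as headed.

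A difference appeared in a comparison the paper does not report. Between the libraries headed unstimulated tlr4f/f-lysM-cre and unstimulated tlr4f/f, 2497 of 14635 genes were DEGs, 1354 higher and 1143 lower in those headed unstimulated tlr4f/f-lysM-cre. Il19 was at least 386-fold higher there, with at most 1 count in any library headed unstimulated tlr4f/f, and Csf3 had a log2 fold change of 11.04 (standard error 1.42, adjusted p = 0.00241 in edgeR). Gm15513 was at least 39.5-fold lower and Abca6 at least 24.6-fold lower. The calls of Il19, Csf3 and Abca6 depended on single libraries. Of the 6 fits that each left out 1 library, the call was lost in 3 for Il19, 1 for Csf3 and 6 for Abca6. Without replicate 2 of the group headed unstimulated tlr4f/f, their adjusted p in edgeR was 0.0250, 0.0150 and 0.0164. The count itself fell to 1038 without that library. Thinning every library to the smallest total left 2423 DEGs, 2356 of them the same genes. Leaving out the 50 most abundant genes left 2482, and correcting each library for GC content and gene length left 2236, which argues against each of these as the whole source. Cells of another type are argued against as the whole source by their markers, whose highest sum was 4% of that of the macrophage markers. It was the sum of stromal markers in replicate 3 of the group headed unstimulated tlr4f/f-lysM-cre, with Col1a1 at 609 and Col1a2 at 511 CPM. None of the 12 stromal markers is in another list, and 5 of them had at least 1 CPM in every library. Of the 10 splits of the 6 libraries, 1 (the real one) gave as many DEGs. The other splits gave 0, although 10 splits cannot give a share below 0.1, and data simulated with the spread of this comparison gave 3 false calls. As the whole source, a genotype effect without LPS is argued against by the heat map of Supplementary Fig. 4, in which the columns of LPS tlr4f/f correlated with these libraries headed unstimulated tlr4f/f-lysM-cre with r between 0.974 and 0.993 over 46 genes, and by Tlr4, with a log2 fold change of -0.07. What stays open is an exchange of headings, and a genotype effect in part of the genes, which was not tested. The TNF and NF-kB targets, which LPS induces, had a median log2 fold change of 4.90 in this comparison, which is consistent with libraries headed unstimulated tlr4f/f-lysM-cre that come from LPS treated BMDMs. The spread of these 6 libraries was 43.1% (edgeR's biological coefficient of variation), the largest of the comparisons of 6 libraries.

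The response to LPS differed between the genotypes in the headings for 164 of 15775 genes by the test of the interaction itself, and this value is the same with the headings exchanged. Depth is an unlikely source, since 156 genes were called after thinning, 139 of them the same. Without the 50 most abundant genes 158 were called, and 166 after the correction for GC content and gene length. Among 100 random assignments of the libraries, the real one included, 1 gave as many, and the others gave 0. These assignments mix the libraries of all groups. They therefore test for any difference between groups and cannot decide whether the interaction arose by chance. The count changed when single libraries were left out. It was 10 to 21 genes without any 1 of the libraries headed LPS, the lowest without replicate 2 of the group headed LPS tlr4f/f. It was 306 without replicate 3 of the group headed unstimulated tlr4f/f-lysM-cre. That more calls were positive (104) than negative (60) depended on the normalization: with RLE factors 64 were positive and 80 negative, so that the positive share went from 63.4% to 44.4%, and the median of all genes went from 0.07 to -0.02. The direction of this excess is therefore not a property of the cells that these data can show. A difference in response between the genotypes stays open as a hypothesis for the number of genes.

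Among the gene lists, 4 had an interaction with an adjusted p below 0.05 in camera (limma). The median was 0.69 for cholesterol biosynthesis (18 of 22 genes positive, adjusted p = 0.00841), -0.56 for the interferon-gamma response (5 of 29 positive, adjusted p = 0.000132), -0.82 for TNF and NF-kB targets (4 of 40 positive, adjusted p = 1.04e-08) and -0.85 for M1 markers (2 of 20 positive, adjusted p = 3.71e-05). The M1 list shares 15 of its 20 genes with other lists, so these are not independent. With fry the adjusted p was 0.194, 0.155, 0.0946 and 0.0946, and with an estimated correlation it was between 0.484 and 0.667. The preset correlation of camera is thus a candidate source of these calls, since the same test did not give them with the estimated correlation. The TNF and NF-kB list did not pass 0.05 with fry either (adjusted p = 0.0946), which tests each list by itself. A difference in the response of these lists is not shown.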

How the results depend on the processing

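Each result was recomputed with 1 choice changed at a time. The exchange of headings (of the groups headed unstimulated tlr4f/f-lysM-cre and LPS tlr4f/f) and the sum over transcripts were chosen after seeing the data, as were all tests that use them. Unless a value shows it, the cause was not tested.

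LPS in tlr4f/f gave 0 DEGs as headed. It gave 467 with DESeq2's Wald test, 28 with limma voom, 34 without a filter, 74 in a fit of all 12 libraries and 92 at an adjusted p below 0.05. Across the fits that each left out 1 library it gave 0 to 184, the highest without replicate 3 of the group headed unstimulated tlr4f/f. Genes shared by the LPS effects (0 as headed) were 237, 19, 23, 52 and 53 under the same 5 alternatives and 0 to 93 with 1 library left out, the highest again without that library. Genes induced in tlr4f/f and lower in LPS treated tlr4f/f-lysM-cre (0 as headed) were 91, 4, 7, 8 and 18, and 0 to 31 with 1 library left out, the highest again without that library.

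LPS in tlr4f/f-lysM-cre gave 865 DEGs, 2002 with DESeq2, 1983 at an adjusted p below 0.05 and 212 with the replicate number as a block. It gave 4 to 1178 with 1 library left out, the lowest without replicate 1 of the group headed LPS tlr4f/f-lysM-cre. Over 18 pairs of equal replicate number, the correlation of the deviations from the group means was between -0.0379 and 0.190, with 2 exceptions. Between the 2 groups compared here it was at most 0.095, which shows no pairing. The exceptions were replicates 1 and 2 of the groups headed unstimulated, at 0.472 and 0.340, with replicate 3 at 0.0143. A pairing of those 2 groups is not excluded. With the headings exchanged, they are the 2 treatments of tlr4f/f. The block took degrees of freedom from the fit of 6 libraries.

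The genotypes with LPS gave 3161 DEGs, 2045 in the fit of all 12 libraries and 3017 to 3152 with 1 library left out. The genotypes without LPS gave 2497, 3992 with DESeq2, 4251 in the fit of all 12 libraries and 4056 at an adjusted p below 0.05. With 1 library left out this was 1038 to 1682, the lowest without replicate 2 of the group headed unstimulated tlr4f/f. The interaction gave 164, 657 with DESeq2, 629 at an adjusted p below 0.05 and 10 to 306 with 1 library left out, the lowest without replicate 2 of the group headed LPS tlr4f/f.

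Of the 17 efferocytosis genes, 0 moved with LPS in tlr4f/f as the paper states at an adjusted p below 0.05, with no criterion for the fold change. This was 1 with DESeq2 and 1 with limma voom, and 0 to 1 with a library left out, 1 only without replicate 3 of the group headed unstimulated tlr4f/f. With tlr4 deletion 1 moved back, or 0 in the fit of all 12 libraries.

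Exchanging the headings changed most results. LPS in tlr4f/f gave 2497 DEGs and LPS in tlr4f/f-lysM-cre 3161, with 1476 shared and 331 suppressed, and the genotypes gave 865 with LPS and 0 without. Of the efferocytosis genes, 8 moved as the paper states and 9 moved back. With DESeq2 in addition these 8 values were 3992, 3196, 2213, 773, 2002, 467, 11 and 10. The medians of 8 lists changed sign with the exchange, to 1.43 for cholesterol biosynthesis, 2.27 for mitosis and G2/M, 0.60 for meiosis-specific genes, -1.26 for interferon-beta, -0.78 for interferon-gamma, -1.28 for TNF and NF-kB targets, -2.002 for M1 markers and -1.03 for M2 markers. The log2 fold change of Tlr4 was -2.09 between the genotypes with LPS under the exchange and -0.12 with LPS in tlr4f/f-lysM-cre. The exchange leaves the interaction as it is by construction. Summing transcripts gave 0, 691, 3092, 2193 and 128 DEGs in the 5 comparisons.

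Without the exchange, the lists kept their direction under the alternatives run, each library left out included. Camera with an estimated correlation took the calls from mitosis and G2/M (median -1.27), interferon-beta (3.39), interferon-gamma (2.33), TNF and NF-kB targets (3.69) and M1 markers (6.65). Fry gave calls to meiosis-specific genes (-0.57), M2 markers (0.31) and MHC class II and co-stimulators (0.35). The medians do not depend on the test. The estimated correlation is the only change in the first of these tests, while fry tests each list by itself and camera tests it against the other genes.

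Tlr4 with LPS in tlr4f/f (-2.02) passed the DEG criteria with DESeq2 (-2.01) and in the fit of all 12 libraries (-2.05). In tlr4f/f-lysM-cre it was between -2.19 and -2.05 with 1 library left out and failed them without any of the 3 headed LPS. Its difference between the genotypes without LPS (-0.07) changed sign with DESeq2 (0.0079) and RLE factors (0.0079) and was between -0.29 and 0.15 with 1 library left out, positive for 2 of the 6. Fos (-0.06 between the genotypes with LPS) was between -0.24 and 0.14, and Irf8 (0.16) between -0.13 and 0.36, each with the opposite sign in 1 fit. In the named genes other than Tlr4, the alternatives set before the data were examined left 547 values the same in direction and call, with 55 weaker, 14 stronger and 2 reversed.

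The mean r within groups (0.972) was 0.877 over the 500 genes with the largest variance and 0.656 with centring, and that between groups (0.905) was 0.507 and -0.248. In every setting 3 groups formed a branch of their own.

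Depth limits the results for genes such as Adgrb1, with at most 4 counts in any library. The spread of the groups headed unstimulated is another limit, which was not ranked against depth. In simulated data, the DEG criteria recovered 46% of changed genes between the groups headed unstimulated and 98.5% between those headed LPS. Genes with low counts were not among those changed, so this recovery does not cover genes such as Adgrb1.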

Differences from the paper's values

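Between LPS treated genotypes, the paper reports 866 DEGs, and 3161 were found as headed. The paper's 471 DEGs higher in tlr4f/f compare with 1589 and its 395 higher in tlr4f/f-lysM-cre with 1572. None of the alternatives set before the data were examined closed these gaps. With the headings of the groups headed unstimulated tlr4f/f-lysM-cre and LPS tlr4f/f exchanged, an alternative chosen after seeing the values, the counts were 865, 520 and 345, and with DESeq2 in addition they were 2002, 1215 and 787.

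The paper's 957 genes are called up-regulated by LPS in both genotypes in its text and commonly regulated in a legend. They compare with 0 as headed. None of the alternatives set before the data were examined closed the gap, the largest count being 237 with DESeq2. With the exchange of headings, chosen after seeing the values, 1476 were shared, of which 899 were higher with LPS in both.

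The paper's 281 DEGs of LPS in tlr4f/f only compare with 0 as headed. Among the alternatives set before the data were examined, DESeq2's Wald test gave 230, within 1.5 times of it, and the others did not close the gap. The exchange of headings, chosen after seeing the values, gave 1021. For the DEGs of LPS in tlr4f/f-lysM-cre only, the paper's 697 lies within 1.5 times of 865 as headed, and not of the 1765 with DESeq2, the 1098 in a fit of all 12 libraries, the 212 with the replicate number as a block or the 1930 at an adjusted p below 0.05, which were set before the data were examined. Without replicate 1, 2 or 3 of the group headed LPS tlr4f/f-lysM-cre it was 4, 7 and 15, and without replicate 2 or 3 of the group headed unstimulated tlr4f/f-lysM-cre 1124 and 1178. The exchange of headings, chosen after seeing the values, gave 1685, and with DESeq2 in addition 983.

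The following directions in the paper were not found in the libraries as headed. The paper finds interferon and TNF signalling genes higher in LPS treated tlr4f/f, where the medians of the 3 lists were 3.39, 2.33 and 3.69 in the direction of tlr4f/f-lysM-cre. It finds G2/M and cholesterol biosynthesis genes higher in LPS treated tlr4f/f-lysM-cre, where the medians were -1.27 and -0.12, and meiotic genes, where it was -0.57. It states that M1 genes were suppressed by the deletion, where the median was 6.65. With the exchange of headings, chosen after seeing the values, these medians were -1.26, -0.78, -1.28, 2.27, 1.43, 0.60 and -2.002, in the paper's direction, while camera (limma) gave the meiosis-specific list an adjusted p of 0.281.

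The paper states that LPS raised 13 efferocytosis genes in tlr4f/f and lowered 4. As headed, 0 of 11 promoting genes were higher and 2 of 4 suppressing genes were lower. With the exchange, chosen after seeing the values, 12 of 12 were higher and 3 of 4 lower, the exception being Rab14, with a log2 fold change of 0.07, and Adgrb1 was too low to be tested. It states that deletion of tlr4 reversed these changes. As headed, 11 of 11 promoting genes were higher in tlr4f/f-lysM-cre, and with the exchange 11 of 11 were lower and 3 of 4 suppressing genes higher, the exception being Cd300lf, with a log2 fold change of -4.01.

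The paper reports that the replicates of each group clustered together. As headed, this held for 3 of 4 groups, and the libraries headed unstimulated tlr4f/f joined the branch of those headed LPS tlr4f/f. It was the same group and the same branch with Spearman's rho, the 500 genes with the largest variance, centring, complete linkage and summed transcripts. An exchange of headings does not alter the clustering, but it alters the names of the branches. The branch joined is then that of unstimulated tlr4f/f-lysM-cre, and the last step separates the treatments instead of the genotypes. By real-time PCR and flow cytometry, the paper finds TLR4 reduced in tlr4f/f-lysM-cre BMDMs. As headed, Tlr4 differed between the genotypes by a log2 fold change of -0.07 without LPS and -0.12 with LPS. With the exchange, chosen after seeing the values, it was -2.02 and -2.09.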

Other observations

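The comparisons, the gene and marker lists, and the camera and fry tests in this part were fixed before the data were examined. Their use to test an explanation, and all other tests in this part, were chosen only after the result was seen. Directions are those of the libraries as headed unless the exchange is named.

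The libraries headed LPS tlr4f/f gave 0 DEGs against those headed unstimulated tlr4f/f (3624 genes at an unadjusted p below 0.05). A candidate explanation is that the headings of the groups headed unstimulated tlr4f/f-lysM-cre and LPS tlr4f/f are exchanged in the deposited table. It was tested against the heat map of Supplementary Fig. 4, read by colour. Over 46 genes, the mean r of its columns with the libraries was 0.188 as headed, which ranked 8 among the 24 ways to assign the 4 headings, and 0.966 with this exchange, which ranked 1. The second best assignment gave 0.600. With the exchange, each of the 12 columns was closest to the library of the same number, against 6 of 12 as headed. Tlr4, Lyz2 and Il1b fit this too: with the exchange, Tlr4 and Lyz2 are lower in every tlr4f/f-lysM-cre library than in any tlr4f/f library, and Il1b is higher in every LPS library than in any unstimulated one. A spread that hides a small LPS effect stays open by the TNF and NF-kB targets. Their median log2 fold change with LPS in tlr4f/f was -0.22 (9 of 35 genes higher, adjusted p = 0.992 with fry). Over the 9 pairs of libraries it was between -0.87 and 0.85, positive only against replicate 3 of the group headed unstimulated tlr4f/f. A hidden effect as large as 4.90, the median of 40 genes of this list between the groups headed unstimulated, is argued against, since no pair passed 0.85. All 10 of the 10 splits of these 6 libraries gave as many DEGs as the real one, which decides nothing for a count of 0. By itself, the match of table and figure does not say which of them carries the exchange. The headings of the table are argued against by the TNF and NF-kB targets, with a median of 4.90 between the groups headed unstimulated, and by Tlr4, which differed between the genotypes as headed by -0.07 without LPS and -0.12 with LPS. The exchange in the table stays a hypothesis, since it was found and tested on the same libraries.

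For the other comparisons, 1 of 10 splits gave as many DEGs as the 3161 between the libraries headed LPS tlr4f/f-lysM-cre and LPS tlr4f/f, and 1 of 10 as the 865 between those headed LPS tlr4f/f-lysM-cre and unstimulated tlr4f/f-lysM-cre. This was the real split in both, and 10 splits allow no smaller share. All 10 of 10 splits gave as many lists (5 of 9) past an adjusted p of 0.05 in camera between the libraries headed LPS as the real one. The number of lists past the threshold is thus no evidence of a difference, and the size of the medians and the DEGs within the lists carry it.

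The spread between replicates was larger in the groups headed unstimulated than in those headed LPS. The median squared difference over sampling noise was 24.1 to 61.9 in the former and 4.34 to 6.69 in the latter. A few genes with large spread are argued against by the lowest median of the former, 24.1, since a median over all genes does not rest on a few. Depth is argued against by the spread at equal depth: with every library thinned to the smallest total, the biological coefficient of variation was 35.7% and 33.8% in the groups headed unstimulated tlr4f/f and tlr4f/f-lysM-cre, and 8.25% and 8.38% in the same genotypes headed LPS. Stromal cells are an unlikely source of the whole spread: the marker sums were 818, 74.4 and 13.9 CPM in the libraries headed unstimulated tlr4f/f, and the ratio of the 2 with the lowest sums was still 56.4. That LPS lowers the spread cannot be told apart from other sources, because the biological coefficient of variation of 8.56% in the group headed LPS tlr4f/f would belong to unstimulated tlr4f/f-lysM-cre BMDMs with the headings exchanged, in which case the spread goes with genotype. A batch of cultures with the genotype is another open source, on which the labels give nothing.

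Mitosis and G2/M genes were higher in the libraries headed LPS tlr4f/f than in those headed unstimulated tlr4f/f for 40 of 40 genes, with a median of 1.50 and 0 DEGs. With the headings exchanged, this is a difference between unstimulated genotypes, and a growth difference present without LPS may then underlie the mitosis genes the paper finds higher in LPS treated tlr4f/f-lysM-cre. In that case the interaction would be near 0. Its median was 0.79, with 37 of 40 genes positive and an adjusted p of 0.604 with fry and 0.0719 with camera (limma), and the 3 libraries per group do not decide it, so that this growth difference and a response to LPS cannot be told apart for these genes. The meiosis-specific list, with 9 of 28 genes tested, had an interaction of 0.24 and an adjusted p of 0.639 in camera (limma), which does not decide it either.

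Without LPS as headed, the medians of the lists between the genotypes were 4.90 for TNF and NF-kB targets, 7.75 for M1 markers (7.15 with 1 gene at its bound), 3.31 for interferon-beta, 2.98 for interferon-gamma, 1.23 for M2 markers, -0.08 for MHC class II and co-stimulators, -2.01 for mitosis and G2/M, -1.05 for meiosis-specific genes and -0.62 for cholesterol biosynthesis. With the headings exchanged these are the changes with LPS in tlr4f/f.

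The marker sums of the check lists, over all libraries, were 24050 to 50440 CPM for macrophages, 36.5 to 718 for dendritic cells, 3.98 to 243 for neutrophils, 13.9 to 1803 for fibroblasts and stroma, 19.3 to 250 for B and T lymphocytes, 0.0626 to 4.33 for erythroid cells and 0 to 0.376 for mast cells and basophils. Most of the lymphocyte sum is Il7r, with 18.8 to 248 CPM, and most of the dendritic sum Itgax, with 35.2 to 714 CPM, while Cd79a and Cd79b stayed at or below 0.706 CPM. The sums were 370 to 2286 CPM for immediate-early stress genes, highest in the group headed unstimulated tlr4f/f-lysM-cre, 11.9 to 41.8 for replication-dependent histones and 1.25 to 2.91 for structural RNAs, except 55.4 in replicate 3 of the group headed unstimulated tlr4f/f. The sex-linked genes summed to 134 to 206 CPM, with Ddx3y between 43.0 and 96.8 CPM and Xist at no more than 29 counts in every library. No explanation of these values was tested.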
